# Plakophilin 4 controls the spatio-temporal activity of RhoA at adherens junctions to promote cortical actin ring formation and tissue tension

**DOI:** 10.1007/s00018-024-05329-6

**Published:** 2024-07-06

**Authors:** Lisa Müller, René Keil, Markus Glaß, Mechthild Hatzfeld

**Keywords:** Plakophilin 4, RhoA, Actin, Stress fibers, Tissue tension, GEFs/GAPs

## Abstract

Plakophilin 4 (PKP4) is a component of cell–cell junctions that regulates intercellular adhesion and Rho-signaling during cytokinesis with an unknown function during epidermal differentiation. Here we show that keratinocytes lacking PKP4 fail to develop a cortical actin ring, preventing adherens junction maturation and generation of tissue tension. Instead, PKP4-depleted cells display increased stress fibers. PKP4-dependent RhoA localization at AJs was required to activate a RhoA-ROCK2-MLCK-MLC2 axis and organize actin into a cortical ring. AJ-associated PKP4 provided a scaffold for the Rho activator ARHGEF2 and the RhoA effectors MLCK and MLC2, facilitating the spatio-temporal activation of RhoA signaling at cell junctions to allow cortical ring formation and actomyosin contraction. In contrast, association of PKP4 with the Rho suppressor ARHGAP23 reduced ARHGAP23 binding to RhoA which prevented RhoA activation in the cytoplasm and stress fiber formation. These data identify PKP4 as an AJ component that transduces mechanical signals into cytoskeletal organization.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00018-024-05329-6.

## Introduction

Epithelial integrity depends on cell–cell junctions that can resist mechanical stresses applied to tissues. Adherens junctions (AJs) bear mechanical tension and preserve tissue integrity [1, 2]. This tension arises in part from intrinsic forces, where the contractile actomyosin cytoskeleton is coupled to cadherin adhesion, and such intrinsic junctional tension occurs also in cell monolayers [3, 4]. Tension also mediates localized processes, such as cell extrusion [5, 6]. This requires that tension is not only generated and sensed at AJs but also transduced into chemical signals that alter e.g. cytoskeletal organization and junction stability [7, 8].

AJs are calcium-sensitive structures, which maintain the physical association between cells by transmembrane clusters of cadherins. The cadherin cytosolic tail domains bind to adaptor molecules including p120-catenin (p120), plakophilin 4 (PKP4, previously named p0071), β-catenin, and α-catenin, which determine cadherin stability and facilitate binding to the actin cytoskeleton. These cell–cell junction components provide not only structural integrity to the cell but also function as signaling molecules [9].

PKP4 and p120 are closely related and share roles in regulating actin-dependent cellular processes via Rho-GTPases. Generally, Rho-GTPases bind to effector molecules only in their active GTP-bound state. Their activity is controlled by guanine nucleotide exchange factors (GEFs), which activate Rho-GTPases by catalyzing GDP/GTP exchange and by GTPase-activating proteins (GAPs), which stimulate the intrinsic GTPase activity thereby inhibiting Rho-GTPases [10–12]. The spatio-temporal control of Rho-GTPase activity by GEFs and GAPs is required to maintain the organization and function of AJs. p120 inhibited RhoA and promoted Rac family small GTPase 1 (Rac1) and cell division cycle 42 (Cdc42) activation resulting in reduced cell contractility and stress fibers [13–15]. Its inhibitory effect on RhoA was mediated by an association with p190RhoGAP at the AJs [16, 17].

We have previously shown that PKP4 controls Rho-signaling during mitosis [18–20]. During cytokinesis, PKP4 stimulated RhoA activity without affecting global Rac1 or Cdc42 activities. As a result, the RhoA-dependent contractile ring formation required for abscission was disturbed in PKP4 knockdown cells resulting in failed cytokinesis and multinucleation. PKP4 associated not only with RhoA but also with the GEF epithelial cell transforming 2 (Ect2) and both, PKP4 and Ect2 were required for full activation of RhoA in vitro [20]. Moreover, PKP4 was identified as an important downstream mediator of fragile X mental retardation protein (FMRP)-dependent actin remodeling in mouse embryonic fibroblasts and in neuronal cells [21]. A role of PKP4 in regulating Rho-signaling at cell contacts has so far not been demonstrated although Ect2 was shown to localize to AJs where Ect2 activated Rho and supported junctional integrity through myosin IIA. A Centralspindlin-Ect2 complex also inhibited the junctional localization of p190B-RhoGAP (ARHGAP5), which can inactivate RhoA [22].

RhoA activates several downstream effectors, including Rho associated kinases 1 and 2 (ROCK1 and ROCK2) that phosphorylate the myosin regulatory light chains (MLC), leading to activation of myosin and generation of actomyosin contractile forces. ROCK also activates LIM-kinase (LIMK) which inhibits Cofilin’s actin depolymerization function thus stabilizing filamentous actin (F-actin). A fraction of ROCK1 was shown to co-localize with AJs and was recruited to newly forming junctions in a p120-dependent manner. ROCK1 depletion resulted in the mislocalization of the cadherin complex and of cortical actin [23]. Mechanistically, ROCK1 was necessary to stabilize GTP-RhoA and sustain junctional tension [24].

These data support the concept that junction formation and stability and the generation of intrinsic forces depend on the precise spatio-temporal regulation of RhoA activity and specific effectors. Here, we have addressed the role of PKP4 in skin keratinocytes. We show that PKP4 promotes the formation of the cortical actin ring and suppresses stress fiber formation. A general Rho activator mimicked the effect of a PKP4 knockout to a large extent. PKP4 associated with RhoA effectors as well as RhoA regulators to locally control RhoA activity and thus contractility at the cell cortex. Our data suggest that PKP4 might function as a scaffold to bring Rho-GTPases, specific regulators, and specific effectors together to control actin organization and junction stability in response to mechanical and chemical signals.

## Materials and methods

### Isolation of *Pkp4*^+*/*+^ and *Pkp4*^*−/−*^ keratinocytes

The mouse strain used for this research project, C57BL/6N-Pkp4^tm1b(EUCOMM)Wtsi^/JMmucd, RRID: MMRRC_049090-UCD, was obtained from the Mutant Mouse Resource and Research Center (MMRRC) at University of California at Davis, an NIH-funded strain repository, and was donated to the MMRRC by The KOMP Repository, University of California, Davis; Originating from Stephen Murray, The Jackson Laboratory. C57BL/6N-Pkp4^tm1b(EUCOMM)Wtsi^/JMmucd was generated by Cre-mediated excision of the parental Pkp4^tm1a(EUCOMM)Wtsi^ allele resulted in the removal of the promoter-driven neomycin selection cassette and critical exon 9, leaving behind the inserted lacZ reporter sequence. 

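Pkp4 (ENSMUSG00000026991) lies on the forward strand of chromosome 2 of GRCm39, from 58991088 to 59185552, a span of 194.5 kb. The annotation lists 55 transcripts of the gene, 16 of them protein-coding. The transcript marked as canonical, Pkp4-210, has 21 exons with 4594 bp in all, of which 3441 bp are coding. Its exon 9 runs from 59142038 to 59142257 and has 220 bp, all of them coding. It begins with TAGGTATTGGAAATCTACAAAGGACATCCA and ends with ATCAATAGACAGCATTCAGAAGGACCCCAG. The intron before it ends with AG, and the intron after it begins with GC. The length of exon 9 is not a multiple of 3, so that its removal shifts the reading frame if exon 8 is joined to exon 10. The coding sequence before exon 9 has 1339 bp, and exons 1 to 8 together have 1729 bp. Of the 16 protein-coding transcripts, 12 have an exon 9 with the ends given above and 3 have one that begins at 59142041 and has 217 bp. In the remaining transcript, the exon from 59142038 to 59142257 is numbered 8, so that its exon 9 is the span of exon 10 of Pkp4-210. The counts used here were summed over the whole gene, so reads from exons other than exon 9 are included in them.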

The reporter sequence was removed by breeding with B6; SJL-Tg(ACTFLPe)9205Dym/J (RRID: IMSR_JAX:003800) mice and resulting post-Cre/post-FLPe mice were backcrossed onto the C57BL/6 J (RRID: IMSR_JAX:000664) background for 10 backcross generations. Thereafter Pkp4^±^ siblings were intercrossed to generate Pkp4^+/+^ and Pkp4^−/−^ animals.

Primary keratinocytes of Pkp4^+/+^ and Pkp4^−/−^ mice were isolated from newborn pups, essentially as described in Rietscher et al. [25]. Briefly, the dissected skin was incubated with 5 mg/ml Dispase (Roche diagnostics, Mannheim, Germany) in phosphate buffered saline (PBS) overnight at 4 °C to separate the epidermis from the dermis. Subsequently, the epidermal sheet was incubated in trypsin solution (0.025% trypsin in PBS/ 0.02% EDTA) for 10 min at 37 °C to liberate the keratinocytes [hereafter PKP4-wildtype (WT) and PKP4-knockout (PKP4-KO)].

### Cell lines, cell culture, and treatments

HEK293T cells were grown in Dulbecco´s modified Eagle´s medium [DMEM, 4.5 g/l high glucose, 1 mM sodium pyruvate, 1 mM glutamate, 10% (v/v) fetal calf serum (FCS)] at 37 °C in 5% CO_2_ and 90% humidity. Mouse keratinocytes were grown on 15 µg/ml collagen I (Corning, Glendale, Arizona, USA) in low calcium medium [LCM; DMEM/Ham’s F12 medium containing 50 μM CaCl_2_, 10% (v/v) Ca^2+^-free FCS, 1 mM sodium pyruvate, 1 mM glutamate, 0.18 mM adenine, 0.5 μg/ml hydrocortisone, 5 μg/ml insulin, 10 ng/ml EGF, 100 pM cholera toxin, 1 mg/ml D-( +)-glucose] at 32 °C in 5% CO_2_ and 90% humidity.

To generate PKP4-KO keratinocytes expressing EGFP-PKP4-WT (PKP4-KO + PKP4 rescue cells) and WT cells expressing EGFP (GFP cells), HEK293T cells were co-transfected by CaPO_4_ precipitation with the packaging plasmids pMD2.G (Addgene plasmid #12259; gift from Didier Trono), psPAX2 (Addgene plasmid #12260; gift from Didier Trono), and lentiviral expression vector pLVX-IRES-puro encoding either EGFP or human PKP4 N-terminally taged with EGFP. Lentiviral particles were purified 48 h after transfection using Lenti-X concentrator (Takara Bio Inc., Kusatsu, Shiga, Japan) according to the manufacturer´s protocol. Keratinocytes were incubated with the lentiviral particles for 24 h and subsequently selected using puromycin (1 µg/ml) to obtain stable cell lines. The resulting cell lines were analyzed by fluorescence microscopy and western blotting to monitor expression of transgenes.

To induce the differentiation of keratinocytes, LCM was supplemented with 1.2 mM CaCl_2_ (high calcium medium; HCM).

For activation of Rho- or Rac/Cdc42-GTPases, keratinocytes were treated with 5 µg/ml Rho activator II (Cytoskeleton) or 5 unit/ml Rac/Cdc42 activator II (Cytoskeleton) for 2 h, respectively. PBS was used as a control treatment.

To analyze the stability of intercellular junctions, keratinocytes were treated with 3.3 mM ethylene glycol-bis-(2-aminoethylether)-N,N,N′,N′-tetraacetic acid (EGTA) for 3 h.

### Transfections

Transfection of plasmid DNA was performed using Xfect™ (Takara Bio Inc.) according to the manufacturer’s instructions. Keratinocytes were grown in LCM for 24 h, incubated with the plasmid-Xfect mixture for 4 h, and maintained in HCM for an additional 24 h.

The siRNA pools (defined pools of 30 selected siRNAs, Table S1) were obtained from siTools Biotech GmbH (Martinsried, Germany) and transfected using Lipofectamine® RNAiMax (Thermo Fisher Scientific, Waltham, MA, USA) according to the manufacturer’s instructions. Keratinocytes transfected in suspension with 2 pmol of the respective siRNA pools were switched to HCM at 48 h after transfection and kept in HCM for another 24 h.

### Plasmids and cloning

Human cDNAs of mCitrine-YFP-ARHGAP23 and mCitrine-YFP-ARHGEF2 were a kind gift from Oliver Rocks [12]. RhoA-CA(Q63L) and RhoA-CN(T19N) were a gift from Gary Bokoch [26] (Addgene plasmids #12968, #12967). EGFP-RhoA Biosensor was a gift from Michael Glotzer [27] (Addgene plasmid #68026). Human cDNA of PKP4-WT was subcloned into pLVX-IRES-puro (Takara Bio Inc.) containing an EGFP ORF. Vectors for the production of lentiviral particles pMD2.G and psPAX2 were a gift from Didier Trono (Addgene plasmids #12259, #12260). All constructs were validated by sequencing.

### Protein extraction

For protein expression analysis, keratinocytes were lysed in sodium dodecyl sulfate (SDS) buffer [2.5% (v/v) SDS pH 7.5, 1 mM EDTA, 100 mM HEPES; supplemented with 1 × Halt™ protease and phosphatase inhibitor cocktail (Thermo Fisher Scientific)] and centrifuged for 15 min at 13,000 g. The protein concentration was determined using the Pierce™ BCA Protein Assay Kit (Thermo Fisher Scientific) according to the manufacturer`s protocol. Benzonase (Santa Cruz Biotechnology, Dallas, Texas, USA) and SDS-polyacrylamide gel electrophoresis (SDS-PAGE) loading buffer [250 mM Tris/HCl (pH 6.8), 30% (v/v) glycerol, 0.25% (w/v) bromophenol blue, 10% (v/v) β-mercaptoethanol, 8% (v/v) SDS] were added. Samples were heated to 95 °C for 5 min, separated by SDS-PAGE, and analyzed by western blotting.

### Immunoprecipitation

All steps of immunoprecipitation (IP) reactions were performed on ice. Cells were lysed in IP-buffer [20 mM Tris–HCl pH 7.5, 137 mM NaCl, 2 mM EDTA, 10% (v/v) glycerol, 1% (v/v) NP-40; supplemented with 1 × Halt™ protease and phosphatase inhibitor cocktail]. Lysates were cleared by centrifugation for 15 min at 4 °C and 13,000 g. One-sixth of the lysate was mixed with SDS-PAGE loading buffer and stored at −20 °C as an input control. The residual lysate was incubated with anti-ARHGAP23 (Affinity Biosciences), anti-ARHGEF2 (Cell Signaling Technology), or anti-PKP4 (Peptide Specialty Laboratories) antibody overnight at 4 °C on an overhead rotator. Normal rabbit IgG (Santa Cruz) was used as an isotype control. Protein A agarose beads (Thermo Fisher Scientific) were washed in IP buffer and added to the lysate for 1 h at 4 °C on an overhead rotator. Lysates were centrifuged for 3 min at 4 °C and 4,000 g, washed three times in IP buffer, and bound proteins eluted in SDS-PAGE loading buffer.

For GFP-Trap experiments, cells expressing a GFP-tagged protein were treated as described above. The obtained cell lysates were incubated with GFP-Trap Agarose (ChromoTek, Planegg, Germany) for 1 h at 4 °C on an overhead rotator, washed as described above, and eluted in SDS-PAGE loading buffer. In either case, input and eluate samples were separated by SDS-PAGE and analyzed by western blotting.

### SDS-PAGE and western blotting

Equal amounts of protein were separated by SDS-PAGE. Proteins were transferred to Amersham™ Protan™ nitrocellulose blotting membranes (pore size 0.2 µm, Th. Geyer, Renningen, Germany) using Mini Trans-Blot cells (Bio-Rad Laboratories, Hercules, California, USA). After transfer, membranes were stained in Ponceau S solution [0.2% (w/v) Ponceau S, 3% (w/v) TCA, 3% (w/v) sulfosalicylic acid] for 5 min, washed in distilled water, and documented using a scanner. Membranes were cut, destained in Tris-buffered saline with Tween20 (TBST), blocked with 3% (w/v) skimmed milk/TBST or 3% (w/v) bovine serum albumin (BSA)/TBST, and subsequently probed overnight with the appropriate primary antibodies as listed in Table S2. Membranes were washed three times with TBST and incubated for 1 h with the appropriate horseradish peroxidase-conjugated secondary antibodies (Dianova, Hamburg, Germany, see Table S3). Membranes were treated with ECL Western Blotting Substrate [equal parts chemiluminescence solution 1 (100 mM Tris/HCl [pH 8.5], 25 mM luminol, 0.4 mM coumaric acid) and 2 (100 mM Tris/HCl [pH 8.5], 0.02% [v/v] H_2_O_2_)] or Western Blot Ultra-Sensitive HRP Substrate (Takara) and chemiluminescence was detected using a Fusion-SL 3500WL imaging system (Peqlab, Erlangen, Germany). If staining with additional antibodies was required, the membranes were washed three times in TBST for 10 min each, incubated in stripping buffer [0.2 M glycine, 0.05% tween-20 (pH 2.5)] for 1 h, washed again in TBST (3 × 10 min), blocked, and treated with antibodies as described above. Glyceraldehyde-3-phosphate dehydrogenase (GAPDH) or Ponceau S staining was used as the loading control.

### Immunofluorescence analysis and image processing

Cells were grown on 12-mm collagen I-coated glass coverslips and fixed for 10 min in methanol at −20 °C or for 20 min in 3.7% (w/v) formaldehyde in PBS on ice or room temperature, permeabilized in detergent buffer [100 mM PIPES (pH 6.9), 4 M glycerol, 2 mM EDTA, 1 mM EGTA, 0.5% (v/v) Triton X-100] for 15 min at room temperature, and blocked in 1% (w/v) BSA/PBS for 30 min at room temperature. Primary antibodies were diluted in blocking solution and incubated overnight at 4 °C in a humid chamber. The next day, coverslips were washed in PBS, briefly blocked, and incubated for 1 h at room temperature with the fluorophore-conjugated secondary antibody. DNA was stained with Hoechst 33,342 (Thermo Fisher Scientific). Antibodies used for immunofluorescence are listed in Table S2 and Table S3. Coverslips were mounted in Mowiol [5% (w/v) Mowiol, 30% (v/v) glycerol, 0.25% (w/v) 1,4-diazabicyclo[2.2.2]octane (DABCO)]. Images were taken using a Nikon Eclipse E600 microscope, a CCD camera, and a Plan APO 60xA/1.40 oil objective controlled by the NIS-Elements AR software (version 4.12.00). For comparisons between WT, PKP4-KO, and Rescue cells, samples were treated in parallel and images captured at the same exposure times. Fiji software was used for image processing [28].

### Epithelial sheet assay (dispase assay)

For analysis of intercellular adhesion, WT and PKP4-KO keratinocytes were kept in HCM for 24 h or 72 h before incubation with 2.4 U/ml dispase II (Roche Diagnostics, Indianapolis, IN, USA) in DMEM/Ham’s F12 medium supplemented with 1.2 mM Ca^2+^ and 25 mM HEPES for 30 min at 37 °C. After detachment, monolayers were kept for additional 30 min in DMEM/Ham’s F12 medium containing 1.2 mM Ca^2+^, 25 mM HEPES and 3.3 mM EGTA before submitting to mechanical stress on an orbital shaker at 750 rpm. For analysis of intercellular cohesion in combination with knockdown, WT and PKP4-KO keratinocytes transfected with non-targeting (Ctrl), ARHGEF2-, or ARHGAP23-directed siRNA-pools, were switched to HCM at 48 h after transfection and kept in HCM for another 24 h before incubation with 2.4 U/ml dispase II. Floating monolayers were treated as above. Images were taken using a Sony DSC-H300 camera. For image processing, counting of fragments, and measuring monolayer size, the ImageJ tools “Cell counter” and “Polygon selection” were used.

### G-actin/F-actin ratio assay

The G-Actin and F-Actin ratio was implemented through the G-Actin/F-Actin in vivo assay kit (Cat. #BK037, Cytoskeleton Inc.). Briefly, the keratinocytes were washed two times in PBS before lysis with warm LAS2 buffer (1 ml of lysis and F-actin stabilization buffer, 10 µL of ATP stock solution (100 mM), 10 µL of 100 × protease cocktail inhibitor) and homogenized using a 25G syringe. The lysates were kept at 37 °C for 10 min and then centrifuged at 350 × g in a tabletop microfuge at room temperature for 5 min to pellet unbroken cells. The obtained supernatants were transferred into ultracentrifuge tubes and centrifuged at 100,000 × g, 37 °C for 1 h to pellet F-actin and leave G-actin in the supernatant. The obtained supernatants were transferred to fresh tubes designated as G-actin samples. F-actin depolymerization buffer (supplied in the kit) was added to the remaining pellets and incubated on ice for 1 h to allow for actin depolymerization. For SDS-PAGE, pellet (F-actin) and supernatant (G-actin) samples were mixed with SDS-PAGE loading buffer and processed for western blotting.

### RhoA activation assay

7.5 × 10^6^ WT, PKP4-KO, or Rescue keratinocytes were seeded onto collagen I-coated 15 cm dishes in LCM. After 24 h, the medium was changed to HCM for another 24 h. Subsequently, keratinocytes were lysed using 750 µl Mg^2+^ lysis/wash buffer (MLB; 25 mM HEPES, pH 7.5, 150 mM NaCl, 1% Igepal CA-630, 10 mM MgCl_2_, 1 mM EDTA and 2% glycerol) and the Rho Activation Assay was performed using Rhotekin Rho-binding domain agarose (Merck, Darmstadt, Germany) according to the manufacturer´s protocol. Amounts of Rhotekin-agarose bound RhoA were analyzed by western blotting using a RhoA Rabbit mAb (Cell Signaling Technology).

### RNA expression

For validation of knockdown efficiencies, keratinocytes transfected in suspension with 2 pmol of the respective siRNA pools were switched to HCM at 48 h after transfection and kept in HCM for another 24 h. Cells were homogenized in Trizol and RNA isolated by phenol/chloroform extraction and isopropanol precipitation. For cDNA synthesis, 1 µg of total RNA served as the template using SuperScript® II Reverse Transcriptase (Thermo Fisher Scientific) and random hexamer primers following the manufacturer’s protocol. Real-time PCR was performed with primaQUANT 2 × qPCR CYBR Green MasterMix w/o ROX (Steinbrenner-Laborsysteme GmbH, Wiesenbach, Germany) using a LightCycler 480 II Real Time PCR system (Roche, Basel, Switzerland) with the following PCR conditions: 95 °C for 15 min followed by 40 cycles of 95 °C for 15 s, 62 °C for 15 s, and 72 °C for 20 s. Primer pairs were selected using Primer Blast (https://www.ncbi.nlm.nih.gov/tools/primer-blast/). The primer sequences are listed in Table S4.

### RNA sequencing

Keratinocytes were grown for 24 h or 72 h in LCM or HCM. Cells were homogenized in Trizol and RNA isolated by phenol/chloroform extraction and isopropanol precipitation. Library preparation (Poly(A) tail RNA selection) and strand-specific RNA sequencing (total RNA amount ≥ 2 µg) was performed by LC Sciences (Houston, USA) on a Novaseq6000 system (Illumina, San Diego, USA), producing 149 bp long paired-end sequencing reads at an average depth of 2 × 19.7 million reads per sample.

### RNA-seq data processing

Quality of the raw fastq files was assessed using FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Sequencing reads were aligned to the murine reference genome (UCSC mm39) concatenated with the GFP-PKP4 sequence using HiSat2 v2.1.0 [29]. Alignments in the obtained bam files were sorted, indexed and secondary alignments were filtered out using samtools v1.10 [30]. FeatureCounts v2.0.0 [31] was used for summarizing gene-mapped reads. Ensembl (GRCm39.105; [32]) was used as annotation basis. Differential gene expression was determined using the R package edgeR v3.42.4 utilizing trimmed mean of M-values normalization [33, 34]. A false discovery rate (FDR) adjusted p-value below 0.05 was considered significant for differential gene expression.

### Gene set enrichment analysis

Gene set enrichment analysis (GSEA) was performed using the R-package clusterProfiler (v 4.8.2; [35] and MSigDB mouse gene sets (v2023.1; [36]) utilizing the fgsea algorithm and setting the exponent parameter to 0 for unweighted analyses of log2 fold change sorted gene lists obtained from differential gene expression analyses.

### Western blot quantification

For quantification of western blots, the ImageJ tool “Gel Analysis” was used. All signals were normalized to the internal loading control GAPDH. If GAPDH expression varied due to experimental conditions, Ponceau S staining was used as the loading control. Details concerning normalization procedures are given in the figure legends.

### Quantification of immunofluorescence

To determine the enrichment factors in the nucleus and cytoplasm, fluorescence intensities were measured as described previously [37]. The quantification of fluorescence intensities at lateral and tricellular contacts have been described previously [38].

### Statistical analysis

Statistical analysis and plot preparation were performed using Graphpad Prism Software (version 8.3). All individual data points are shown in the plots. Boxplots display the first to third quartile; whiskers extend to the minimum and maximum. For two independent data sets, significant differences were determined by a two-tailed Student’s t-test. To compare more than two independent data sets with normal distribution, one-way analysis of variance (ANOVA) followed by a Tukey’s multiple comparison test was used.

## Results

### PKP4 regulates actin- and adhesion-associated pathway activities

The dynamic connection of AJs to the actin cytoskeleton is tightly regulated by Rho-signaling. When misregulated, abnormal junctional actin polymerization can drive pathological conditions including cancer, vascular and neurodegenerative diseases [39]. As a novel model system to study how PKP4 affects the cortical actin cytoskeleton via Rho signaling, we used murine WT keratinocytes, PKP4-KO keratinocytes, and PKP4-KO keratinocytes overexpressing GFP-tagged PKP4 (Rescue cell line).

Using these cells, we have performed gene expression analyses to identify molecular processes that are affected by PKP4. RNA sequencing of WT, PKP4-KO, and Rescue cells grown for 24 h or 72 h in LCM or HCM was performed followed by assessment of GSEA of protein coding genes to identify differentially regulated biological pathways and molecular functions. 

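RNA from 36 libraries was analysed, 3 from each of 12 groups: WT, PKP4-KO and Rescue keratinocytes, each grown for 24 h or 72 h in LCM or HCM. LCM contained 50 µM CaCl2, and HCM was LCM supplemented with 1.2 mM CaCl2. Poly(A) RNA was sequenced as strand-specific read pairs. The authors aligned the reads to mm39 with the GFP-PKP4 sequence added, removed secondary alignments and deposited the number of reads counted on each gene, without normalization. The paper's text does not name the strand setting of the counting, so reads of overlapping and antisense genes are uncertain. The counts cover 55358 genes, of which 26578 had no reads in any library, including 3921 protein-coding genes and all 37 mitochondrial genes. The paper reports an average depth of 19.7 M read pairs per sample. The depth used here is the number of counts on genes, on average 17.5 M and at the median 17353519.5 per library.
In WT, the total counts ranged from 15520849 to 18295615 at 24 h HCM (median 16923552), from 13837045 to 17662963 at 72 h HCM (median 17385554), from 13602728 to 15678952 at 24 h LCM (median 14284649) and from 19463812 to 21658763 at 72 h LCM (median 20228655). In PKP4-KO, they ranged from 13794211 to 20732407 at 24 h HCM (median 19226692), from 14299799 to 16137326 at 72 h HCM (median 15011605), from 15291399 to 18045380 at 24 h LCM (median 17694287) and from 16283183 to 21441437 at 72 h LCM (median 19572248). In Rescue, they ranged from 15832599 to 17176232 at 24 h HCM (median 16753672), from 18143264 to 21669228 at 72 h HCM (median 18583021), from 14799229 to 20257911 at 24 h LCM (median 17794764) and from 15418812 to 22467187 at 72 h LCM (median 17321485). At the median total, 3 counts correspond to 0.173 CPM, the gene's counts scaled to the total of the library.
The counts were scaled with trimmed mean of M-values (TMM) factors, which lay between 0.48 and 0.55 in PKP4-KO at 72 h HCM and between 0.71 and 1.39 in the other groups. After removal of genes with low counts by edgeR's filterByExpr over the 12 groups, 15114 genes were tested. All 36 libraries entered 1 model with a mean for each group, and genes with an adjusted p-value below 0.05 were called differentially expressed. The paper's text names edgeR but not the test or the libraries in each fit. The Gene Ontology sets of the paper were not used here. In their place, 960 Reactome sets of 10 to 500 genes were tested with fgsea, with the exponent 0, on all protein-coding genes sorted by log2 fold change. Protein-coding genes without reads in a comparison stood at a log2 fold change of 0, up to a rounding error below 0 for 2806 of them in PKP4-KO at 72 h HCM. A list of 12 sets, with actin and adhesion as its subject, is followed in all comparisons.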

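In each culture condition, Pkp4 had fewer reads in every PKP4-KO library than in every WT library (exact permutation test, two-sided, p = 0.1 in each condition, the smallest p that 3 libraries against 3 allow). At 24 h HCM, its TMM-scaled level was 44.0 ± 4.27 CPM in WT and 8.77 ± 0.765 in PKP4-KO (SD, n = 3), 19.9% of the WT level. The WT counts at 24 h HCM were 950, 579 and 814. The log2 fold change was -2.33 (standard error 0.17, adjusted p = 2.42e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The PKP4-KO level was 18.8% of the WT level at 72 h HCM, 12.6% at 24 h LCM and 27.5% at 72 h LCM, with log2 fold changes of -2.41, -2.98 and -1.86. The value that moved most under another setting was that at 72 h HCM, -3.19 with library sizes without TMM factors. Pkp4 lies in a segment of chromosome 2 whose genes were lower in PKP4-KO as a group, with a median log2 fold change of -0.80 at 24 h HCM over the 19 tested genes around it. Endogenous Pkp4 remained low in Rescue, at 7.08 ± 0.523 CPM at 24 h HCM and 9.47 ± 2.27 at 72 h HCM (SD, n = 3).
GFP-PKP4, the transgene of the Rescue cells, had 1902 to 15325 counts per Rescue library (median 5535.5). It had 0 to 113 counts in the WT libraries (median 48) and 3 to 112 in the PKP4-KO libraries (median 35). In WT at 24 h LCM, replicates 1 and 2 had 1443 and 1164 counts on Pkp4 and 0 and 1 on GFP-PKP4. How reads that match both were counted in Rescue was not tested.

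**Figure D1:**
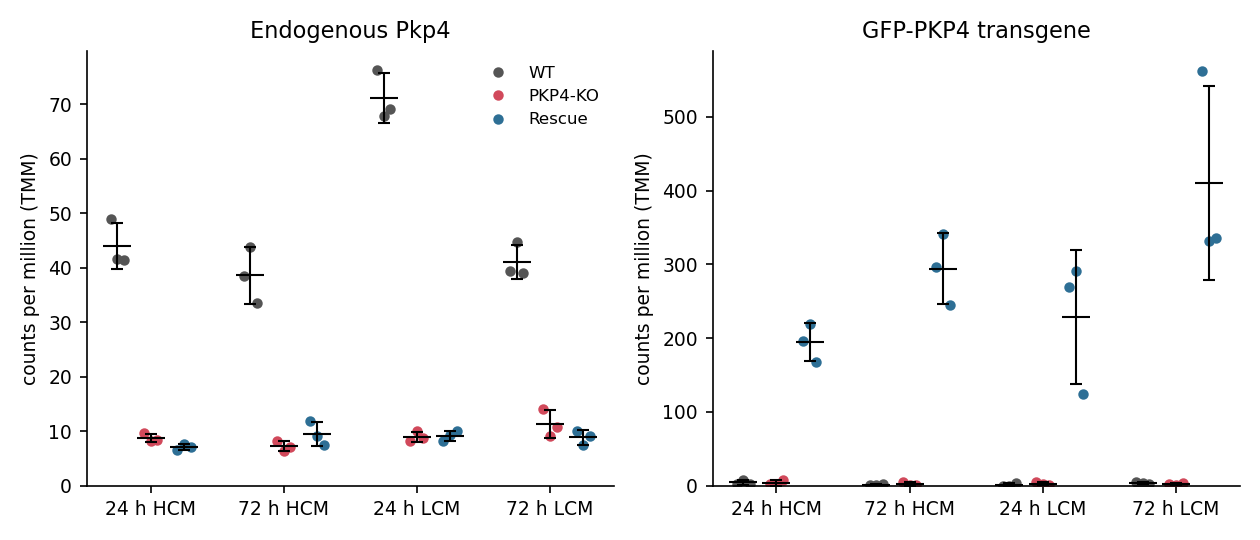
Levels in CPM, scaled with TMM factors, of endogenous Pkp4 (left) and of the GFP-PKP4 transgene (right) in WT, PKP4-KO and Rescue cells in the 4 culture conditions. Each point is 1 library, and the black lines give the mean ± SD of 3 libraries. Mean Pkp4 levels lie between 38.6 and 71.1 in WT and between 7.27 and 11.3 in PKP4-KO. GFP-PKP4 means lie between 194.6 and 409.8 in Rescue.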

Signaling pathways associated with PKP4 were identified using the gene ontology databases [40]. The downregulated genes in PKP4-KO cells and the upregulated genes in rescue cells were primarily associated with actin- and adhesion-associated pathways. 

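Between PKP4-KO and WT cells, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 6472 genes differentially expressed at 24 h HCM, 3122 higher and 3350 lower in PKP4-KO. The numbers were 7831 at 72 h HCM (3307 higher, 4524 lower), 6083 at 24 h LCM (2975 higher, 3108 lower) and 6809 at 72 h LCM (3218 higher, 3591 lower). In all 4 culture conditions, 2817 genes were called in the same direction, 1281 of them higher and 1536 lower. The PKP4-KO libraries did not overlap the WT libraries for 46.7% of the tested genes at 24 h HCM, 58.2% at 72 h HCM, 50.6% at 24 h LCM and 55.2% at 72 h LCM, where chance gives 10%. Without TMM factors, 9401 genes were called at 72 h HCM, of which 13.5% were higher in PKP4-KO against 42.2% with TMM. All libraries of a genotype shared features of their cells, such as high Xist in WT, so that genotype and cell line cannot be told apart. The p-values rest on the spread between libraries of a group, which need not hold differences between animals or cell lines.
Between Rescue and WT cells, 3503 genes were called at 24 h HCM (1785 higher, 1718 lower in Rescue), 5466 at 72 h HCM (2948 higher, 2518 lower), 3753 at 24 h LCM (2034 higher, 1719 lower) and 4899 at 72 h LCM (2698 higher, 2201 lower). Between Rescue and PKP4-KO cells, 6160, 10082, 5089 and 6278 genes were called in the same order. As a ratio, the number that moved most under another setting was the last of these, 3708 when only the 2 groups compared were in the fit. Of the 6472 genes called in PKP4-KO at 24 h HCM, 67.6% ± 1.54 (SD over the 3 replicate numbers) moved in the opposite direction from PKP4-KO to Rescue at 72 h HCM, against 63.2% of all tested genes. Of the 7831 genes called at 72 h HCM, 70.2% ± 4.81 did so at 24 h HCM, against 64.7% of all tested genes. Relative to WT, 59.3% of the 6472 genes kept the direction of PKP4-KO in Rescue at 72 h HCM. In Rescue against WT, 1858 of them were called in that direction and 923 in the opposite one. Of the 7831 genes, 64.4% kept it at 24 h HCM, with 1851 called in that direction and 479 in the opposite one. The Rescue libraries held Y-chromosome reads and lacked a shift of whole regions of chromosome 2 that all PKP4-KO libraries had. Differences between the cell lines may thus count as moves in the opposite direction without any effect of the transgene.
Of the 34 tested genes that encode proteins the paper names, Pkp4 left out, 20 were called in PKP4-KO against WT at 24 h HCM, 2 higher and 18 lower. The number was also 20 with the adjustment over the list alone. At 72 h HCM, 20 were called over all genes and 21 over the list, and in LCM 18 were called at each time under both adjustments. Between Rescue and WT cells at 24 h HCM, 5 of the 34 genes were called over all genes and 4 over the list. At 72 h HCM, 12 were called under both, 9 of them higher in Rescue.
Of the 12 Reactome sets followed here, 10 had an adjusted p-value below 0.05 and a negative normalized enrichment score in PKP4-KO at 24 h HCM, 9 at 72 h HCM, 11 at 24 h LCM and 5 at 72 h LCM. In Rescue against WT, 1, 8, 0 and 3 sets were higher and 6, 2, 5 and 4 were lower in the same order. Among all 960 sets, 255 were lower and 303 higher in PKP4-KO at 24 h HCM, and 210 were lower and 126 higher in Rescue. The alternative that moved these numbers most was fgsea with the exponent 1, under which 2, 0, 4 and 0 of the 12 sets were lower in PKP4-KO and 0 were higher in Rescue in each condition.

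**Figure D2:**
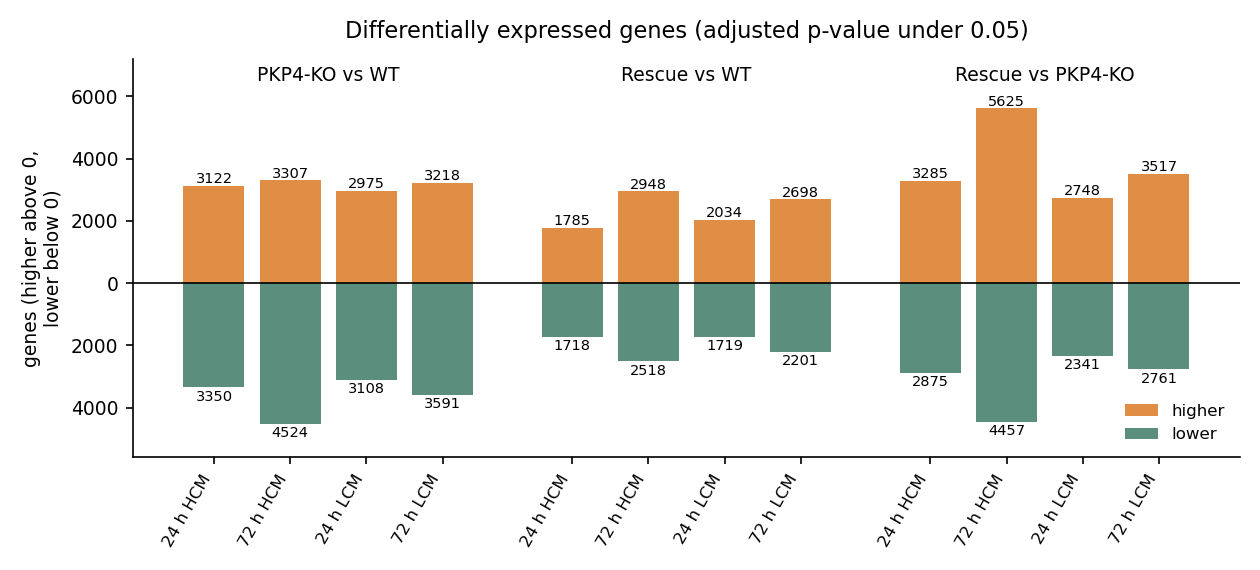
Number of differentially expressed genes in each comparison and culture condition, with genes higher in the first-named cells above 0 and lower genes below 0. In PKP4-KO against WT, 3122 genes were higher and 3350 lower at 24 h HCM. The share of higher genes depends on the scaling, as with 13.5% in place of 42.2% at 72 h HCM without TMM factors.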

(Figs. 1A, B, S1A, B). In addition, GSEA enrichment plots show that PKP4 regulated genes involved in both, actin filament based processes and in cell adhesion (Figs. 1C, D, S1C, D). 

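At 24 h HCM, the normalized enrichment score of the Reactome set Cell junction organization was -2.76 in PKP4-KO (adjusted p = 0.000132 from fgsea over 960 sets). Of its genes, 67 were ranked and 52 passed the filter on low counts. Cell-cell junction organization had a score of -2.50 (adjusted p = 0.000801, fgsea) and Adherens junctions interactions one of -2.06 (adjusted p = 0.0132, fgsea). Integrin cell surface interactions had a score of -2.65 (adjusted p = 0.00014, fgsea). Regulation of actin dynamics for phagocytic cup formation had a score of -3.01 (adjusted p = 2.03e-05, fgsea) and Smooth Muscle Contraction one of -2.85 (adjusted p = 0.000107, fgsea). Of the 12 sets followed, 10 were lower and 2 were higher in PKP4-KO. Among all sets, Cell Cycle had the highest score, 8.04, and Axon guidance the lowest, -5.30.
In Rescue at 24 h HCM, Integrin cell surface interactions had a score of 2.17 (adjusted p = 0.00657, fgsea). The score of Cell junction organization was -2.63 (adjusted p = 0.000717, fgsea) and that of Smooth Muscle Contraction -2.50 (adjusted p = 0.00206, fgsea).
Of the ranked genes, 5979 stood at 0 in PKP4-KO against WT at 24 h HCM, 27.4% of the ranking. Random sets of the same size, drawn 1000 times from the genes passing the filter, had a score as large in PKP4-KO in 0.5% of draws for Cell junction organization and in 1.6% for Integrin cell surface interactions. In Rescue, the shares were 2.1% and 9.3%. When the draws held as many genes passing the filter and as many without reads as the set itself, the shares were 0.1% and 0.1% in PKP4-KO and 0.2% and 3.9% in Rescue. With only the genes passing the filter in the ranking, Cell junction organization had a score of -2.39 (adjusted p = 0.00117, fgsea) and Smooth Muscle Contraction one of -1.73 (adjusted p = 0.0517, fgsea) in PKP4-KO.

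**Figure D3:**
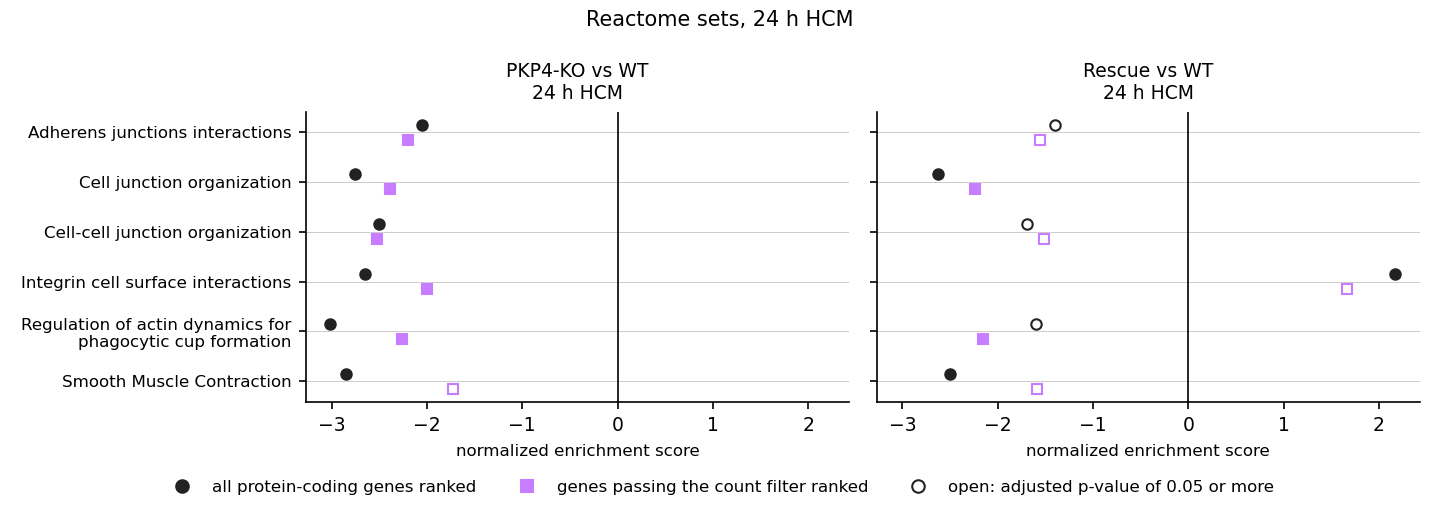
Normalized enrichment scores of 6 of the 12 Reactome sets at 24 h HCM in PKP4-KO against WT (left) and Rescue against WT (right). Circles give the scores with all protein-coding genes ranked and squares those with only the genes passing the filter on low counts; filled symbols have an adjusted p-value below 0.05. With all genes ranked, the scores in PKP4-KO lie between -3.01 and -2.06, and that of Integrin cell surface interactions in Rescue is 2.17.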

Taken together, these data indicate that the loss of PKP4 altered actin- and adhesion-associated pathway activities.

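At 24 h HCM, Cdh1, which encodes E-cadherin, had 209.4 ± 25.2 CPM in WT and 83.1 ± 3.50 in PKP4-KO (SD, n = 3). Its log2 fold change was -1.33 (standard error 0.18, adjusted p = 5.48e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Jup, which encodes plakoglobin, had a log2 fold change of -1.15 (standard error 0.20, adjusted p = 2.05e-05, edgeR's quasi-likelihood test). Ctnna1, the gene of α-catenin, had one of -0.99 (standard error 0.15, adjusted p = 2.29e-06, edgeR's quasi-likelihood test), with a median of -0.28 over the 73 tested genes around it. Dsp, the gene of desmoplakin, had one of -1.06 (standard error 0.32, adjusted p = 0.00739, edgeR's quasi-likelihood test). With library sizes without TMM factors, it was -1.01 (adjusted p = 0.0534, edgeR's quasi-likelihood test). In the 6 fits that each left out 1 library, it lay between -1.27 and -0.78, and in 2 of them it was not called (adjusted p = 0.0561 and 0.0714, edgeR's quasi-likelihood test). Dsg1a, a desmoglein gene whose reads the counting could have split with its close copy Dsg1b, had one of -3.33 (standard error 0.39, adjusted p = 5.51e-08, edgeR's quasi-likelihood test). It lies in a region with a median of -0.80 over 22 tested genes. Marveld2, the gene of tricellulin, fell by 4.10 on the log2 scale (standard error 0.34, adjusted p = 6.86e-11, edgeR's quasi-likelihood test). Limk1 had a log2 fold change of -2.26 (standard error 0.21, adjusted p = 5.5e-10, edgeR's quasi-likelihood test), with a median of -0.36 over 105 genes around it. Actg1, whose reads are uncertain because of its close copies, had one of -1.66 (standard error 0.21, adjusted p = 1.87e-07, edgeR's quasi-likelihood test). Differences of Rac1 (0.01) and Cdc42 (0.14) were not detected, with adjusted p-values of 0.956 and 0.391 from edgeR's quasi-likelihood test. Among the genes of the GAPs the paper selected, Arhgap24 (2.11) and Racgap1 (0.63) had positive log2 fold changes. Those of Arhgap21 (-0.49) and Arhgap23 (-1.07) were negative. The median over the 50 tested genes around Arhgap24 was -0.68. Around Arhgap21 it was -0.49 over 103 genes, so that the value of Arhgap21 cannot be told apart from that of its region. The medians around Arhgap23 and Racgap1 were -0.04 and 0.15. Between Rescue and WT cells, Cdh1 had a log2 fold change of 0.08 (adjusted p = 0.82, edgeR's quasi-likelihood test). All these values are of RNA, and the paper's western blots measured protein. The paper reports that the AJ proteins it blotted were largely unchanged in PKP4-KO cells. It reports more desmoplakin in PKP4-KO cells and slightly more desmoglein 1 after 72 h HCM. Lower RNA of these genes therefore does not stand for lower protein.
The 10 genes with the largest log2 fold change at 24 h HCM, among protein-coding genes with a mean of at least 1 CPM that separated the libraries in all 4 culture conditions, were Nhsl2, Gm14325, Krt20, Eya2, Dlx3, Cdx2, Col4a2, Ctsz, Snai1 and Vnn1. Nhsl2 was at least 51.5-fold lower in PKP4-KO, Gm14325 at least 23.8-fold and Krt20 at least 18.7-fold, each computed against a floor of 3 counts because no PKP4-KO library had reads. Against the same floor in WT, Cdx2 was at least 64.7-fold higher in PKP4-KO, Eya2 at least 13.2-fold and Dlx3 at least 12.0-fold. Col4a2 and Vnn1 had log2 fold changes of -7.84 and -7.49, and Ctsz and Snai1 of 7.75 and 7.74. Gm14325, Eya2, Ctsz and Snai1 lie in a segment of chromosome 2 with a median log2 fold change of 0.48, and Nhsl2 lies in a region of the X chromosome with a median of -0.54.
The paper reports that the genes down in PKP4-KO cells and up in Rescue cells were mainly associated with actin and adhesion, and refers to its enrichment plots (Figs. 1A–D, S1A–D). Taking these data together, it concludes that the loss of PKP4 altered actin- and adhesion-associated pathway activities.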

**Fig. 1:**
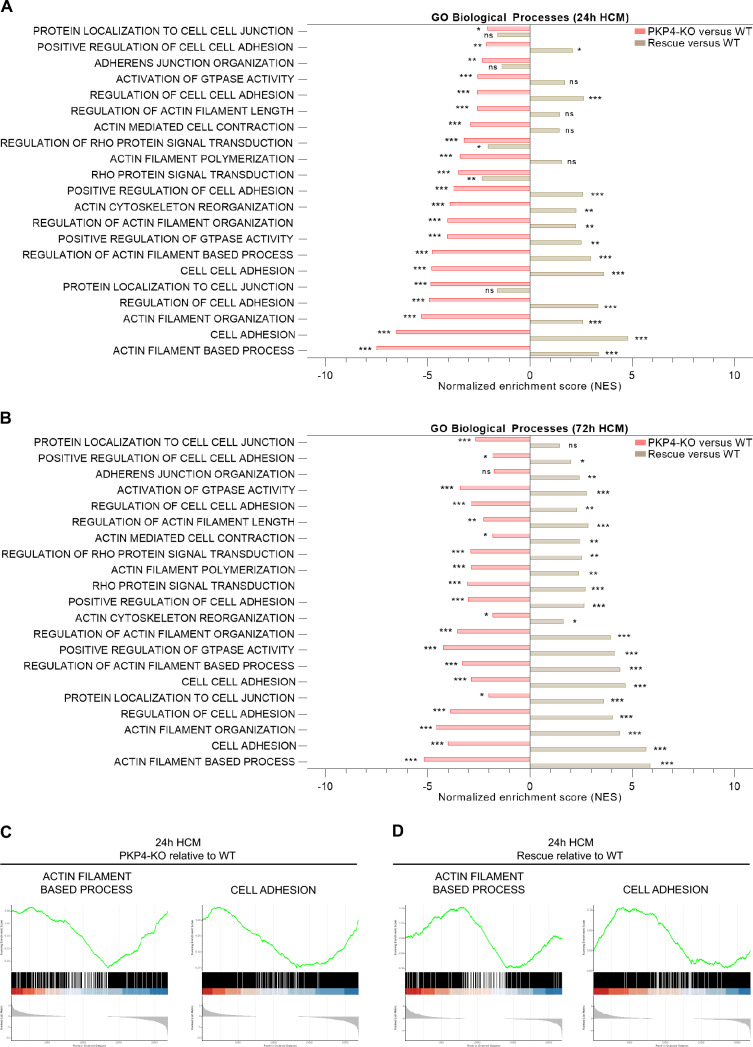
PKP4 regulates actin- and adhesion-associated pathway activities. **A**, **B** Normalized enrichment scores of selected gene sets among protein coding genes in PKP4-KO or Rescue (PKP4-KO + PKP4) versus WT cells after (**A**) 24 h HCM or (**B**) 72 h HCM. Positive values represent up regulation, negative values represent down regulation. **C**, **D** Enrichment plots for the two most significantly enriched Gene Ontology (GO) Biological Processes gene sets for **C** PKP4-KO relative to WT cells or (**D**) Rescue (PKP4-KO + PKP4) relative to WT cells after 24 h HCM incubation, respectively. The plots show the profile of the running enrichment scores and positions of gene set members on the rank-ordered list. Genes on the far left (red) correspond to the most upregulated actin- or adhesion-associated genes, whereas genes on the far right (blue) correspond to the most downregulated actin- or adhesion-associated genes. *P < 0.05; **P < 0.01; ***P < 0.001; ns, not significant. See also Fig. S1

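At 72 h HCM, 9 of the 12 Reactome sets were lower in PKP4-KO than in WT and 0 were higher. Integrin cell surface interactions had a normalized enrichment score of -2.24 (adjusted p = 0.00296, fgsea) and Cell junction organization one of -2.14 (adjusted p = 0.00956, fgsea). Smooth Muscle Contraction had a score of -1.96 (adjusted p = 0.0312, fgsea) and Regulation of actin dynamics for phagocytic cup formation one of -1.81 (adjusted p = 0.039, fgsea). Cell-cell junction organization (-0.91) and Adherens junctions interactions (0.82) were not called. With rounding errors in the ranking set to 0, an alternative chosen after seeing the data, 9 sets were lower and Integrin cell surface interactions had a score of -2.001 (adjusted p = 0.0128, fgsea). In Rescue, 8 of the 12 sets were higher than in WT and 2 were lower. Cell-cell junction organization had a score of 2.15 (adjusted p = 0.00508, fgsea), Cell junction organization one of 2.05 (adjusted p = 0.0119, fgsea) and Integrin cell surface interactions one of 1.94 (adjusted p = 0.0144, fgsea). Smooth Muscle Contraction was lower in Rescue, with a score of -2.39 (adjusted p = 0.00242, fgsea). Random sets of genes passing the filter had a score as large in 39.9% of draws for Cell junction organization in PKP4-KO and in 9.7% in Rescue. When the draws held as many genes passing the filter and as many without reads as the set itself, the shares were 5% and 5.3%. With only the genes passing the filter ranked, 3 of the 12 sets were lower in PKP4-KO and 1 was higher in Rescue. With offsets for gene length as well, chosen after seeing the data, Cell junction organization had a score of -0.61 in Rescue.

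**Figure D4:**
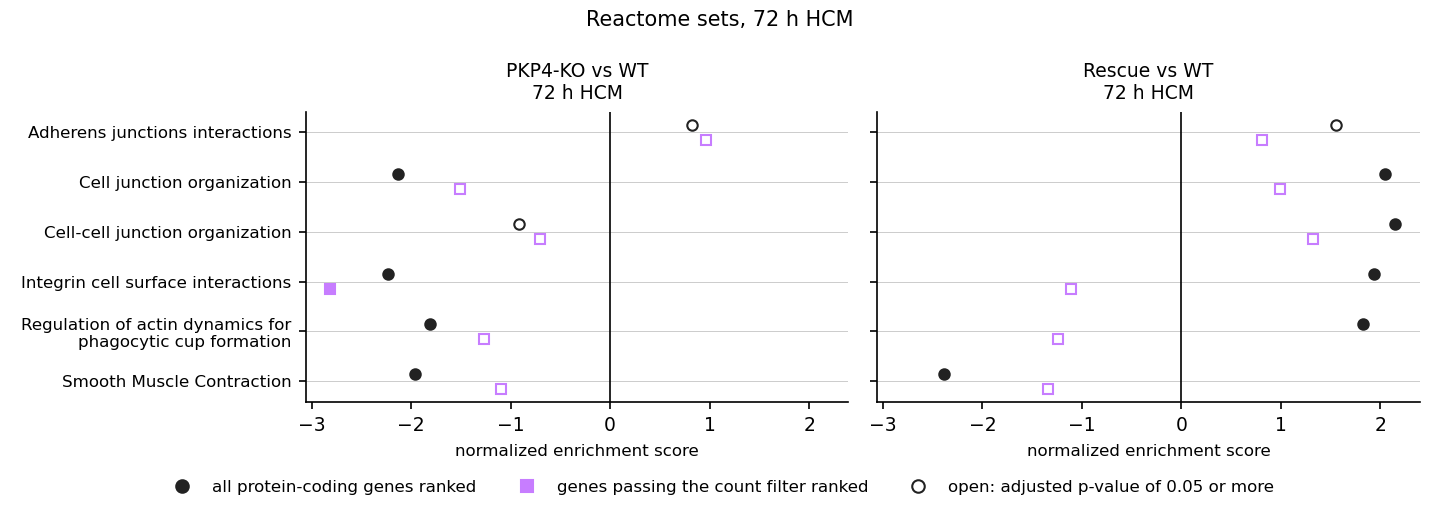
Normalized enrichment scores of 6 of the 12 Reactome sets at 72 h HCM in PKP4-KO against WT (left) and Rescue against WT (right). Circles stand for the ranking of all protein-coding genes and squares for that of genes passing the filter on low counts; filled symbols have an adjusted p-value below 0.05. With all genes ranked, Cell junction organization has a score of -2.14 in PKP4-KO and of 2.05 in Rescue, and Smooth Muscle Contraction one of -2.39 in Rescue.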

### PKP4 affects actin organization

Since AJs and the associated actin cytoskeleton are major determinants of tissue tension and dynamics [41], we investigated the role of PKP4 in generating tension. Keratinocyte monolayers detached from the culture dish by dispase treatment typically contract due to intrinsic forces [42]. This contraction was essentially lost in PKP4-KO cells compared to their WT counterparts as determined by quantifying epithelial sheet areas (Fig. 2A). The effect was reversed in Rescue cells confirming a role of PKP4 in generating tissue tension.

**Fig. 2:**
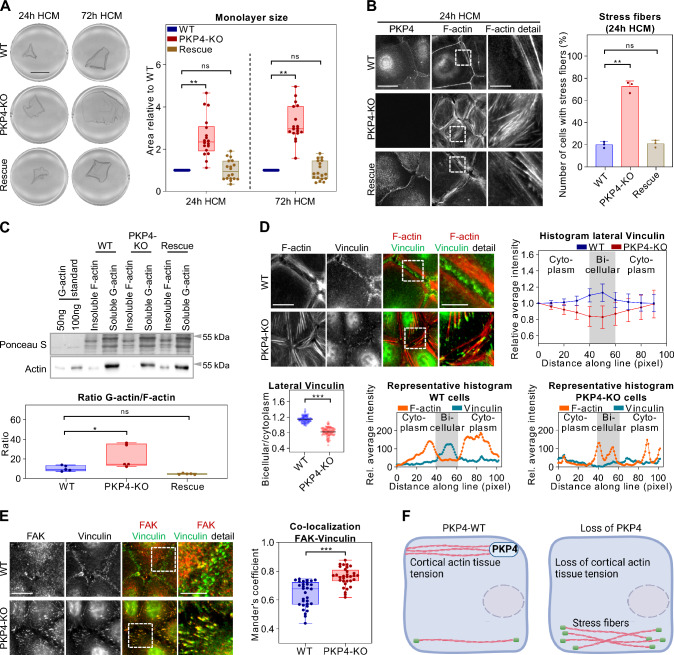
PKP4 affects actin organization. **A** Dispase-based tension assay of WT, PKP4-KO, and Rescue (PKP4-KO + PKP4) cells grown for 24 h or 72 h in HCM. Left: Representative images showing the monolayers detached from the culture flask. Scale bar = 5 mm. Right: Quantification of monolayer size relative to WT cells. Box plots show the monolayer area from eighteen independent experiments. The whiskers extend to the minimum and the maximum values. **B** Immunofluorescence analysis of F-actin organization. Left: Representative immunofluorescence images showing PKP4 and F-actin localization in WT, PKP4-KO, and Rescue (PKP4-KO + PKP4) cells grown for 24 h in HCM. Scale bar = 50 µm, detail 10 µm. Right: Number of cells with stress fibers. Averages + SD from three independent experiments are plotted. n ≥ 100 cells per condition. **C** G-actin/F-actin ratio in WT, PKP4-KO, and Rescue (PKP4-KO + PKP4) cells. Top: Representative western blot of actin. Ponceau S staining was used as a loading control. Bottom: Quantification of G-actin/F-actin ratio. Box plots show the fold change from five independent experiments. The whiskers extend to the minimum and the maximum values. **D** Immunofluorescence analysis of Vinculin and F-actin localization. Top: Representative immunofluorescence images showing F-actin and Vinculin localization in WT and PKP4-KO cells and a histogram of the relative average intensities of lateral Vinculin. Scale bar = 10 µm, detail 5 µm. Averages ± SD from n ≥ 100 cells per condition from two independent experiments are plotted. Bottom: Bicellular/cytoplasm ratio of Vinculin fluorescence intensity. n ≥ 100 cells per condition from two independent experiments are shown. Representative histograms of the relative average intensities of lateral F-actin and Vinculin in WT cells and PKP4-KO cells. **E** Immunofluorescence analysis of FAK and Vinculin localization in WT and PKP4-KO cells. Left: Representative immunofluorescence images showing FAK and Vinculin localization in WT and PKP4-KO cells. Scale bar = 10 µm, detail 5 µm. Right: Quantification of co-localization of FAK and Vinculin. Mander’s coefficient describes the amount of overlap in fluorescence intensity between two channels, here, the FAK and vinculin channel. It ranges from 0 for no co-localization to 1 for complete co-localization. Box plots show the Mander’s coefficient from n ≥ 30 images per condition from two independent experiments. The whiskers extend to the minimum and the maximum values. **F** Schematic depicting the difference in actin organization between WT and PKP4-KO cells. Created with biorender.com. *P < 0.05; **P < 0.01; ***P < 0.001; ns, not significant. Significance was determined by one-way ANOVA with Tukey’s multiple comparisons test (**A**–**C**) or by student’s unpaired two tailed t-test (**D**, **E**). See also Fig. S2

Actin filaments and AJs function as tension sensors [9, 43]. Therefore, we asked if actin organization might be altered in PKP4-KO cells. WT cells and Rescue cells grown in HCM for 24 h to induce junction formation revealed a prominent cortical actin ring (Figs. 2B, S2A), whereas PKP4-KO cells displayed a striking increase in stress fibers (Fig. 2B). In order to find out if cortical ring formation was only delayed or completely inhibited, cells were grown for 120 h in HCM to allow junction maturation. Even after this prolonged incubation in differentiation medium, WT and Rescue keratinocytes showed low numbers of cells with stress fibers whereas PKP4-KO cells were characterized by a loss of the cortical actin ring and increased stress fibers (Fig. S2B), suggesting a general failure rather than a delay of cortical actin assembly.

Dynamic alterations of cellular organization depend on actin remodeling. During polymerization, actin undergoes a rapid transition from its globular, monomeric state (G-actin) to its filamentous (F-actin) form [44], revealing that the actin cytoskeleton is a highly dynamic structure. To analyze if the altered actin organization correlates with a change in the G-Actin to F-actin ratio, we determined the G-actin/F-actin ratios in WT, PKP4-KO, and Rescue cells (Fig. 2C). The loss of PKP4 resulted in an increased G-actin/F-actin ratio, suggesting that PKP4 promotes actin polymerization, which might facilitate cortical ring formation.

Stress fibers are often associated with focal adhesion contacts linking them to the underlying extracellular matrix [45]. Vinculin is a marker of focal adhesions but in addition has been recognized to localize at mature AJs that are under tension. Vinculin recruitment to AJs relies on force-dependent changes in α-catenin conformation [8, 46]. To analyze whether cytoskeletal changes affected vinculin distribution, WT and PKP4-KO cells were maintained in HCM for 24 h and processed for immunofluorescence (Fig. 2D). In WT keratinocytes, F-actin was particularly apparent at the cell periphery and vinculin localized predominantly at lateral AJs. In contrast, PKP4-KO cells lacked vinculin staining at the cell periphery. Here, vinculin localized at the tips of actin stress fibers suggesting that the loss of PKP4 led to vinculin localization at focal contacts. Signals from focal adhesions are transduced by the focal adhesion kinase (FAK) to regulate mechanosensing [47]. Co-staining of FAK and vinculin revealed increased co-localization of both proteins in PKP4-KO compared to WT cells (Fig. 2E). Since protein levels of FAK and vinculin were not affected by PKP4 (Fig. S2C), we assume that PKP4 primarily affected the localization of vinculin via generation of tension.

Taken together, we show that loss of PKP4 leads to extensive changes of the actin cytoskeleton, with an increase in cytoplasmic stress fibers at the expense of the cortical actin ring resulting in reduced tension (Fig. 2F).

### PKP4 modulates the morphology of junctions and stabilizes keratinocyte cell–cell adhesion

Actomyosin promotes cadherin clustering and thus AJ morphology. Based on the changes in actin organization and the localization of PKP4 in AJs we asked if AJ morphology and/or composition were altered in PKP4-KO keratinocytes. Cells were cultured in HCM for either 24 h to allow for junction formation or for 72 h to enable junction maturation and keratinocyte differentiation. Western Blot analysis revealed essentially unaltered expression of the AJ proteins analyzed (Fig. 3A). Unlike predicted, no compensatory upregulation of p120 was found. A transient and minor reduction of p120 was observed at 24 h after Ca^2+^ switch but the level was adjusted after 3 days in HCM.

**Fig. 3:**
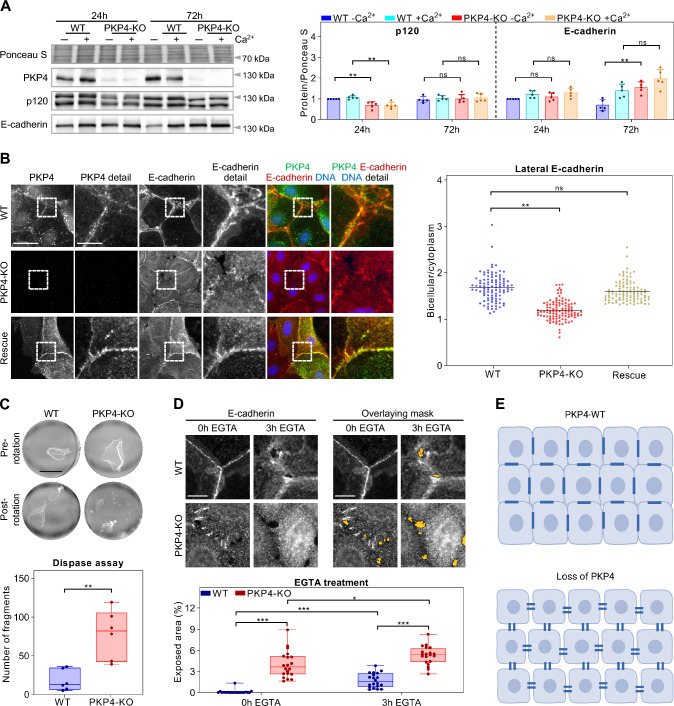
PKP4 modulates the morphology of junctions and stabilizes keratinocyte cell–cell adhesion. **A** Levels of AJ proteins in WT and PKP4-KO cells grown for 24 h or 72 h in medium with or without Ca^2+^. Left: Representative western blots of AJ proteins. Ponceau S staining was used as a loading control. Right: Quantification of protein amounts normalized to Ponceau S staining and relative to WT cells grown for 24 h in medium without Ca^2+^. Averages + SD from five independent experiments are plotted. **B** Immunofluorescence analysis of E-cadherin localization. Left: Representative immunofluorescence images showing PKP4 and E-cadherin localization in WT, PKP4-KO, and Rescue (PKP4-KO + PKP4) cells. Scale bar = 50 µm, detail 10 µm. Right: Bicellular/cytoplasm ratio of E-cadherin fluorescence intensity. n ≥ 100 cells per condition from two independent experiments. **C** Dispase-based dissociation assay of WT and PKP4-KO cells grown for 24 h or 72 h in HCM. Top: Representative images showing the results of dispase assays before and after mechanical stress. Scale bar = 5 mm. Bottom: Quantification of fragment numbers. Box plots show the fragment numbers from six independent experiments. The whiskers extend to the minimum and the maximum values. **D** Immunofluorescence analysis of E-cadherin localization in WT and PKP4-KO cells treated with EGTA (3.3 mM) for 3 h. Top left: Representative immunofluorescence images showing E-cadherin localization in WT and PKP4-KO cells before (0 h) or 3 h after EGTA treatment. Scale bar = 10 µm. Top right: Overlaying mask (yellow marked polygons) indicating exposed areas. Scale bar = 10 µm. Bottom: Quantification of the exposed areas. Box plots show the exposed area in percent per image from 20 images from two independent experiments. The whiskers extend to the minimum and the maximum values. **E** Schematic of junction morphology in WT compared to PKP4-KO cells. Created with biorender.com. *P < 0.05; **P < 0.01; ***P < 0.001; ns, not significant. Significance was determined by one-way ANOVA with Tukey’s multiple comparisons test (**A**, **B**) or by student’s unpaired two tailed t-test (**C**, **D**). See also Fig. S3

To analyze whether the loss of PKP4 affects the morphology of AJs, WT, PKP4-KO, and Rescue keratinocytes were processed for immunofluorescence. AJ morphology was dramatically altered as revealed by E-cadherin staining (Fig. 3B). The loss of PKP4 resulted in an increased cytoplasmic pool of E-cadherin and decreased lateral E-cadherin localization with a punctate pattern instead of more continuous lines observed in WT and Rescue cells. Moreover, tricellular regions were not sealed. These findings indicate that loss of PKP4 interferes with AJ maturation and cortical actin organization.

Since AJs and desmosomes are interconnected [48], we asked whether PKP4 might alter the composition and morphology of desmosomes as well. Western blot analysis revealed a slight increase of differentiation-associated desmosomal proteins desmoglein 1 and PKP1 in PKP4-KO cells after 72 h HCM (Fig. S3A). The most profound effect was on desmoplakin 1/2, which was increased in PKP4-KO cells. Since desmoplakin 1/2 levels were considerably affected, WT, PKP4-KO, and Rescue keratinocytes were immunostained for desmoplakin (Fig. S3B). Similar to AJs, desmoplakin localization was altered with punctate instead of linear staining patterns in PKP4-KO cells. This suggests that the increased amounts of desmoplakin accumulate in the cytoplasm of PKP4-KO but did not incorporate into desmosomes. Again, the tricellular regions remained unsealed. To validate the dramatic loss of junctional proteins at tricellular regions in PKP4-KO cells, WT, PKP4-KO, and Rescue keratinocytes were immunostained for tricellulin, which accumulates primarily at tricellular junctions [49]. Tricellulin was decreased at tricellular regions in PKP4-KO cells (Fig. S3C), suggesting that PKP4 was required to close tricellular regions.

To analyze whether PKP4 interacts with desmosomal components, immunoprecipitation of endogenous PKP4 was performed. PKP1, PKP3, and desmoplakin did co-purify with PKP4 (Fig. S3D), suggesting that an association with PKP4 might facilitate desmosome assembly and/or alter desmosome composition.

To test whether PKP4 also affects formation of desmosomes, we performed a time course analysis of desmosome assembly in WT and PKP4-KO cells (Fig. S3E). HCM induced rapidly E-cadherin recruitment to lateral cell membranes in both, WT and PKP4-KO cells. The desmosomal markers desmoplakin and PKP3 also localized at lateral membranes after HCM treatment, but the loss of PKP4 delayed incorporation of desmoplakin and PKP3 into lateral junctions. These data suggest that PKP4 promotes desmosome formation.

Taken together, these data indicate that the loss of PKP4 results in a reduction of junctional proteins at lateral and tricellular membranes, suggesting that PKP4-KO cells fail to form mature junctions.

Since AJs and desmosomes maintain the mechanical integrity of cell–cell adhesion [50–53], we asked whether the PKP4-depdendent changes in morphology of AJs and desmosomes would correlate with changes in intercellular adhesion. Epithelial sheet assays were performed to test the strength of cell–cell adhesion (Fig. 3C). In line with the reduced association of junctional proteins with lateral and tricellular membranes in PKP4-KO cells, the loss of PKP4 reduced cell–cell adhesion as revealed by an increased number of fragments generated by mechanical stress. This confirms that PKP4 strengthens cell–cell adhesion.

Upon maturation, desmosomes become Ca^2+^-independent which marks a state of strong intercellular cohesion. To test if cell junctions in PKP4-KO cells would reach Ca^2+^-independence, WT and PKP4-KO cells were treated with EGTA and processed for immunofluorescence (Fig. 3D). In WT cells, EGTA treatment for 3 h induced small tricellular openings whereas lateral contacts remained intact as revealed by E-cadherin staining. In contrast, the loss of PKP4 resulted in a reduction of E-cadherin at tricellular contacts already in the absence of EGTA. Incubation with EGTA slightly increased tricellular gaps but in addition strongly reduced lateral E-cadherin staining. These data strongly support a role of PKP4 in junction maturation and stabilization.

Taken together, we propose that PKP4 promotes an association of AJ and desmosomal proteins with lateral and tricellular membranes to stabilize cell–cell adhesion. The loss of PKP4 resulted in decreased lateral localization of junctional proteins and increased tricellular gaps, which weakens cell–cell adhesion (Fig. 3E).

### PKP4 promotes ROCK-signaling

Given that the expression of PKP4 is low compared to E-cadherin it seemed unlikely that PKP4 strengthens intercellular adhesion by directly recruiting E-cadherin and catenins. At the same time, intercellular adhesion increases with the application of force [54] supporting a role of actin organization in junction stability. Therefore, we hypothesized that the effects of PKP4 depletion on junctions may be mediated by the loss of cortical actin organization and thus focused on regulators of actin polymerization and actomyosin tension. The dynamic organization of the actin cytoskeleton is regulated by Rho GTPases [55]. GTP-bound RhoA activates ROCK1/2 which leads to activation of myosin light chain kinase (MLCK) and inhibition of MLC phosphatase (MYPT1), resulting in an increase of MLC phosphorylation (P-MLC) to induce actomyosin-based contractility [56]. ROCK also directly phosphorylates LIMK, which results in downstream phosphorylation and inactivation of the actin depolymerizing factor cofilin leading to filament stabilization [57] (Fig. 4A).

**Fig. 4:**
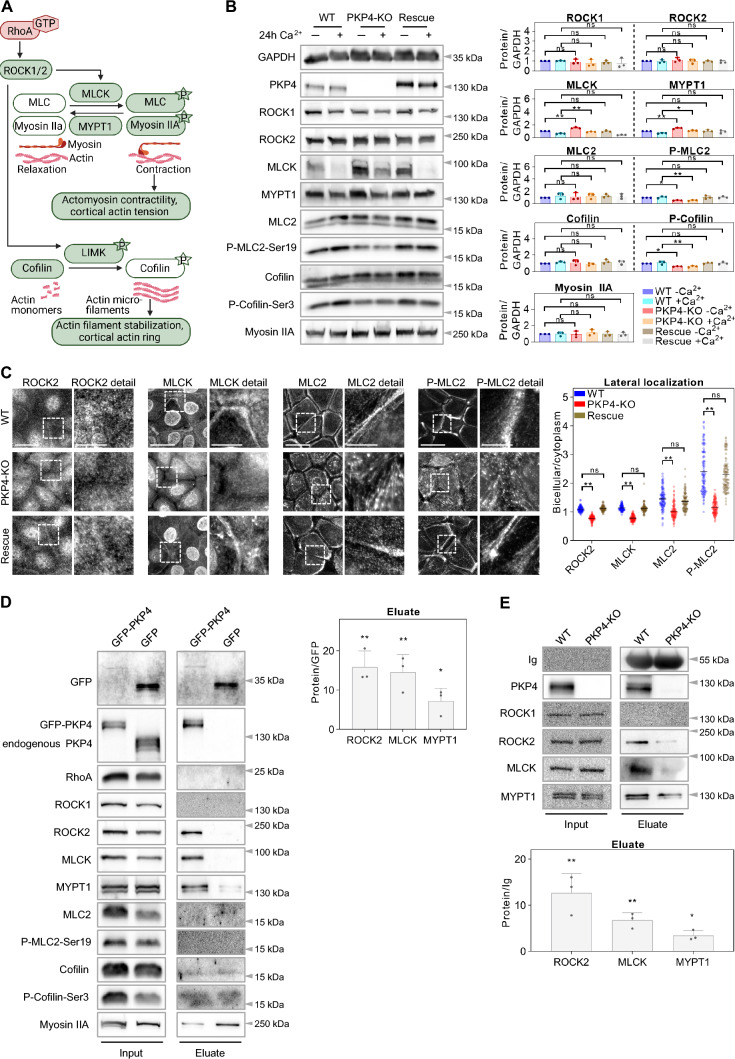
PKP4 promotes ROCK-signaling. **A** Schematic of ROCK-signaling. P – phosphorylation. Inactive proteins are shown in white. Created with biorender.com. **B** Amount and phosphorylation of proteins involved in ROCK-signaling. Left: Representative western blots of proteins in WT, PKP4-KO, and Rescue (PKP4-KO + PKP4) cells grown for 24 h in medium with or without Ca^2+^. GAPDH was used as a loading control. Right: Quantification of protein amounts normalized to GAPDH and relative to WT cells grown in medium without Ca^2+^. Averages + SD from three independent experiments are plotted. **C** Immunofluorescence analysis showing the localization of proteins involved in ROCK-signaling. Left: Representative immunofluorescence images showing ROCK2, MLCK, MLC2, and P-MLC2-Ser19 localization in WT, PKP4-KO, and Rescue (PKP4-KO + PKP4) cells. Scale bar = 50 µm, detail 10 µm. Right: Bicellular/cytoplasm ratio of fluorescence intensities. n ≥ 100 cells per condition from two independent experiments. **D** GFP-PKP4 or GFP was affinity-purified from WT + GFP or PKP4-KO + PKP4 cells. Left: Representative western blots of co-purified proteins. Right: Enrichment of ROCK2, MLCK, and MYPT1 normalized to precipitated GFP and relative to values of GFP cells (second lane in immunoblot, which was set to 1). Average + SD from three independent experiments was plotted. **E** Endogenous PKP4 was affinity-purified from WT cells. PKP4-KO cells were treated in parallel as control. Top: Representative western blots of input and co-purifying proteins. Bottom: Enrichment of ROCK2, MLCK, and MYPT1 normalized to Ig and relative to values of PKP4-KO cells (second lane in immunoblot, which was set to 1). Average + SD from three independent experiments was plotted. *P < 0.05; **P < 0.01; ***P < 0.001; ns, not significant. Significance was determined by one-way ANOVA with Tukey’s multiple comparisons test (**B**, **C**) or by student’s unpaired two tailed t-test (**D**, **E**). See also Fig. S4

To analyze the putative effect of PKP4 on ROCK-signaling, we quantified the amounts and activation of several ROCK1/2 effectors in WT, PKP4-KO, and Rescue cells maintained in LCM or HCM for 24 h by western blotting (Fig. 4B). Protein levels of ROCK1, ROCK2, MLC2, cofilin, and myosin IIA were unaltered by PKP4. More importantly, the loss of PKP4 led to increased protein levels of the opponents MLCK and MYPT1 suggesting increased actin dynamics. Strongly decreased phosphorylation of MLC2 supports the reduced contractility observed in the PKP4-KO keratinocyte sheets (Fig. 2A). Furthermore, decreased Cofilin phosphorylation in PKP4-KO cells fosters the data showing increased G-actin levels in these cells (Fig. 2C).

Since cortical actin was essentially lost but stress fibers were increased in PKP4-KO cells, we wondered if this correlates with altered localization of ROCK1/2 and their effectors. WT, PKP4-KO and Rescue keratinocytes were maintained for 24 h in HCM and processed for immunofluorescence. Whereas localization of ROCK1, MYPT1, cofilin, phospho-cofilin, and myosin IIA was unaltered in PKP4-KO cells (Fig. S4), lateral localization of ROCK2 and MLCK was reduced in PKP4-KO cells compared to WT and Rescue cells (Fig. 4C). Moreover, PKP4 dramatically promoted the lateral localization of total MLC2 and phospho-MLC2.

To analyze whether PKP4 interacts with effectors of ROCK1/2-signaling to modulate actin dynamics, GFP-PKP4 was affinity purified from Rescue cells (Fig. 4D). RhoA, ROCK1, MLC2, phospho-MLC2, as well as cofilin, phospho-cofilin, and myosin IIA, did not co-purify with PKP4. In contrast, ROCK2, MLCK, and MYPT1 co-precipitated. This was further validated in an immunoprecipitation of endogenous PKP4 which revealed again a co-precipitation of ROCK2, MLCK, and MYPT1 in WT cells (Fig. 4E), suggesting that an association with PKP4 might alter their activity to control actin dynamics at the cortical ring.

Taken together we show that PKP4 promotes MLC and cofilin phosphorylation to regulate actomyosin-dependent tension and cortical ring formation. PKP4 dramatically increased the lateral localization of active phospho-MLC2, which facilitates actomyosin contraction at the cortical ring. These data suggest disturbed mechanosignaling in PKP4-KO keratinocytes. We conclude that PKP4 might function as a scaffold to locally regulate a ROCK2-MLCK-MLC2 axis to promote cortical actin tension.

### PKP4 promotes RhoA activation at the cell cortex and cortical actin ring formation

The balance of the small GTPases RhoA, Rac1, and Cdc42 controls actin cytoskeleton dynamics through ROCK signaling [58]. The disruption of RhoA activity reduced phosphorylation of MLC2 [59] as observed in PKP4-KO cells. To analyze if RhoA activity would be affected, a RhoA activation assay was performed to measure total RhoA activities (Fig. S5A). In accordance with decreased phosphorylation of MLC2, the loss of PKP4 reduced total RhoA activity.

To analyze the roles of the Rho-GTPases Rho, Rac, and Cdc42 in stress fiber and cortical actin organization in more detail, WT, PKP4-KO, and Rescue cells were treated with Rho or Rac/Cdc42 activators and processed for immunofluorescence (Fig. 5A). Rho activation induced stress fiber formation in WT cells whereas Rac/Cdc42 activation suppressed stress fibers in PKP4-KO cells. To further validate the PKP4-dependent regulation of Rho activity, constitutively active or constitutively negative mutants of RhoA GTPases were ectopically expressed in WT and PKP4-KO cells, followed by immunofluorescence (Fig. 5B). In agreement with the Rho activator studies, constitutively active RhoA increased stress fiber formation in WT cells whereas constitutively negative RhoA suppressed stress fibers in PKP4-KO cells suggesting that PKP4 affects the activity of Rho-GTPases.

**Fig. 5:**
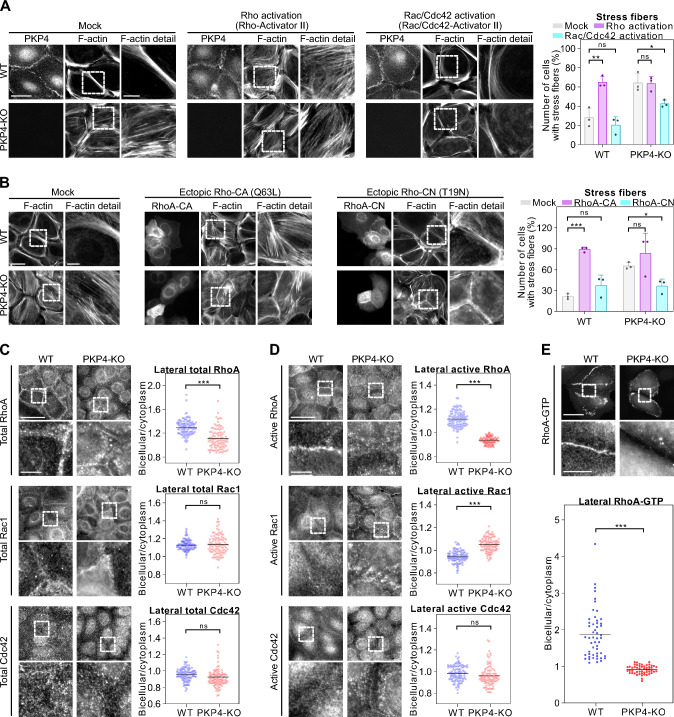
PKP4 promotes RhoA activation at the cell cortex and cortical actin ring formation. **A** Immunofluorescence analysis of F-actin organization after Rho or Rac/Cdc42 activation. Left: Representative immunofluorescence images showing PKP4 and F-actin localization in WT and PKP4-KO cells treated with PBS (Mock), Rho activator II (5 µg/ml), or Rac/Cdc42 activator II (5 units/ml). Scale bar = 50 µm, detail 10 µm. Right: Number of cells with stress fibers. Averages + SD from three independent experiments are plotted. n = 50 cells per condition. **B** Immunofluorescence analysis of F-actin organization in constitutive active or negative RhoA expressing cells. Left: Representative immunofluorescence images showing F-actin localization in WT and PKP4-KO cells after ectopic expression of constitutive active RhoA (RhoA-CA(Q63L)) or constitutive negative RhoA (RhoA-CN(T19N)). Scale bar = 50 µm, detail 10 µm. Right: Number of cells with stress fibers. Averages + SD from three independent experiments are plotted. n = 10 cells per condition. **C** Immunofluorescence analysis showing total RhoA, Rac1, and Cdc42 localization. Left: Representative immunofluorescence images showing total RhoA, Rac1, or Cdc42 localization in WT and PKP4-KO cells. Scale bar = 100 µm, detail 10 µm. Right: Bicellular/cytoplasm ratio of fluorescence intensity. n ≥ 100 cells per condition from two independent experiments. **D** Immunofluorescence analysis of the localization of active RhoA, Rac1, and Cdc42. Left: Representative immunofluorescence images showing active RhoA, Rac1, or Cdc42 localization in WT and PKP4-KO cells. Scale bar = 100 µm, detail 10 µm. Right: Bicellular/cytoplasm ratio of fluorescence intensity. n ≥ 100 cells per condition from two independent experiments. **E** Immunofluorescence analysis showing the localization of a RhoA-GTP biosensor. Top: Representative immunofluorescence images showing EGFP-RhoA biosensor localization in WT and PKP4-KO cells. Scale bar = 50 µm, detail 10 µm. Bottom: Bicellular/cytoplasm ratio of fluorescence intensity. n ≥ 50 cells per condition from two independent experiments. *P < 0.05; **P < 0.01; ***P < 0.001; ns, not significant. Significance was determined by student’s unpaired two tailed t-test (A, B, C, D, E). See also Fig. S5

To resolve the apparent contradiction between the reduced total RhoA activity found in PKP4-KO cells and the fact that hyperactive RhoA mimicked the PKP4-phenotype, we focused on the local regulation of Rho-GTPases. Active RhoA was shown to localize in the cytoplasm and at the membrane but to activate effector proteins primarily when localized at the membrane where RhoA needs to be stabilized to engage downstream pathways of contractility [60]. Therefore, we asked if PKP4 would contribute to the stabilization of active RhoA at the membrane. To evaluate if the cortical localization and/or activity of RhoA, Rac1, and/or Cdc42 was indeed dependent on PKP4, WT and PKP4-KO cells were processed for immunofluorescence (Fig. 5C, D). The loss of PKP4 correlated with decreased lateral localization of both total and active RhoA. Rac and Cdc42 localization were essentially unaffected but lateral localization of active Rac1 was increased in PKP4-KO cells compared to WT cells whereas Cdc42 activity was unaltered. These data suggest that PKP4 promotes the localization of active RhoA at the lateral membrane but suppresses lateral Rac1 activity.

To further validate a PKP4-dependent localization of active RhoA, a RhoA biosensor was ectopically expressed in WT and PKP4-KO cells and the cells were processed for immunofluorescence (Figs. 5E, S5B). This sensor visualizes endogenous Rho-GTP. Like E-cadherin, the sensor accumulated strongly at the lateral membranes in WT cells, indicating that RhoA was locally active at the plasma membrane. In contrast, the loss of PKP4 resulted in the loss of lateral RhoA-GTP which instead showed a cytoplasmic localization although E-cadherin membrane association was unaltered. This indicates reduced RhoA activity at the lateral membrane of PKP4-KO cells.

Taken together, we show that PKP4 suppresses cytoplasmic RhoA activation to restrain stress fiber formation but promotes RhoA activity at lateral membranes to facilitate cortical actin ring formation and the generation of tension through a RhoA-ROCK-MLCK-MLC2 axis.

### PKP4-dependent actin dynamics and tension are regulated by ARHGAP23 and ARHGEF2

Local changes in Rho-GTPase activity in the PKP4-KO cells raised the question how PKP4 modulates Rho-signaling. Spatio-temporal control of Rho-GTPases depends on the local balance of GEF and GAP activities. Therefore, we hypothesized that PKP4 might affect Rho-signaling by modulating GEF and/or GAP localization and/or activities at keratinocyte AJs.

GEFs promote the release of GDP in exchange for GTP to activate the GTPase. In contrast, GAPs increase the intrinsic hydrolytic activity that converts GTP into GDP thereby inactivating the GTPase [10, 11]. In order to find out how PKP4 modulates the activity of Rho-GTPases we investigated interactions with these upstream regulators. For this purpose, specific GEFs and GAPs were selected for a detailed characterization based on several criteria (Fig. 6A): First, we analyzed those candidates that were already known to associate with PKP4 in a different context. A direct interaction between PKP4, the GEF ECT2, and RhoA has been previously identified during cytokinesis [20]. Moreover, RACGAP1 [61] and ARHGAP21 had been described as a PKP4 interacting protein [12]. Since ARHGAP23 is similar to ARHGAP21 and both contain a PDZ domain, which might mediate PKP4 binding via its PDZ binding motif, ARHGAP23 was also included. Secondly, GEFs and GAPs that were known to modulate cell junctions were examined. ARHGEF2 regulates the assembly of AJs [62], and ARHGAP24 promotes the formation of AJs by accumulating E-cadherin [63].

**Fig. 6:**
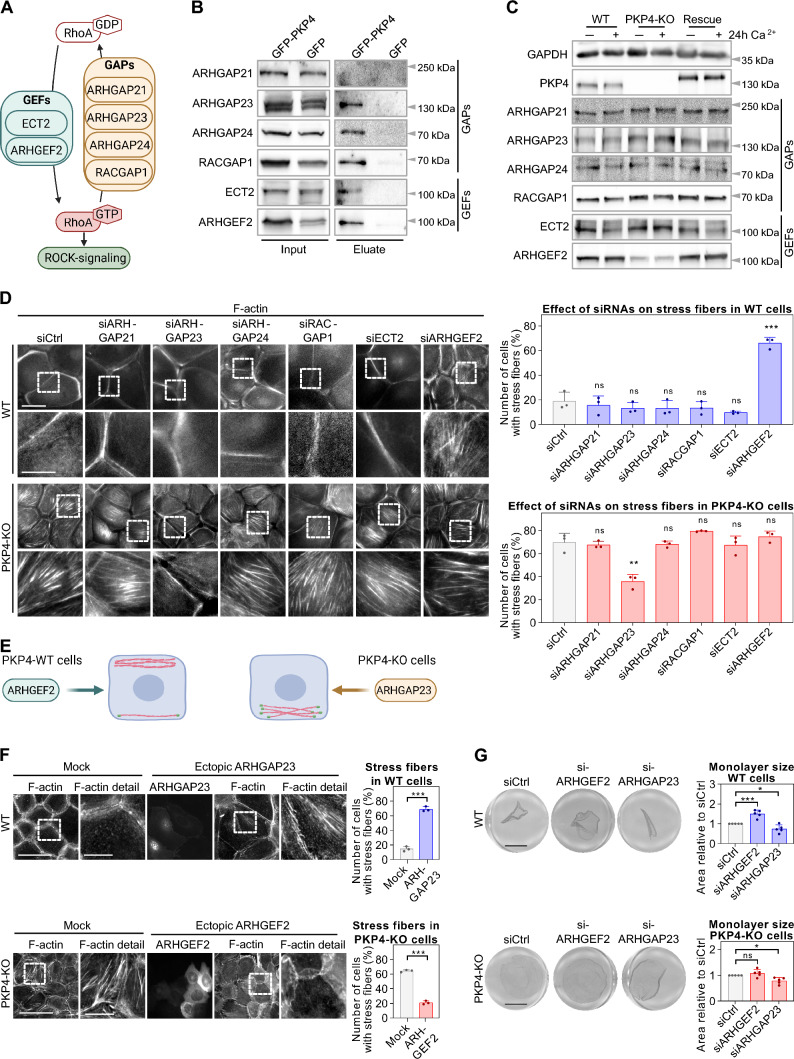
PKP4-dependent actin dynamics and tension are regulated by ARHGAP23 and ARHGEF2**. A** Schematic of selected GEFs and GAPs and their role in promoting or inhibiting RhoA-activity, respectively. Created with biorender.com. **B** GFP-PKP4 or GFP was affinity-purified from WT + GFP or PKP4-KO + PKP4 cells. Representative western blots of co-purified proteins. **C** Protein level of selected GEFs and GAPs. Left: Representative western blots of GEF and GAP proteins in WT, PKP4-KO, and Rescue (PKP4-KO + PKP4) cells grown for 24 h in medium with or without Ca^2+^. GAPDH was used as a loading control. **D** Immunofluorescence analysis of the F-actin organization in siRNA treated WT and PKP4-KO cells. Left: Representative immunofluorescence images showing F-actin localization in WT and PKP4-KO cells after knockdown of the indicated GEFs and GAPs. Scale bar = 50 µm, detail 10 µm. Right: Number of cells with stress fibers. Averages + SD from three independent experiments are plotted. n ≥ 100 cells per condition. **E** Schematic of the effects of ARHGEF2 and ARHGAP23 in WT and PKP4-KO cells. Created with biorender.com. **F** Immunofluorescence analysis of F-actin organization in WT cells ectopically expressing ARHGAP23 and in PKP4-KO cells ectopically expressing ARHGEF2. Left: Representative immunofluorescence images showing F-actin localization in WT and PKP4-KO cells after ectopic expression of ARHGAP23 or ARHGEF2, respectively. Scale bar = 100 µm, detail 10 µm. Right: Number of cells with stress fibers. Averages + SD from three independent experiments are plotted. n ≥ 30 cells per condition. **G** Dispase-based tension assay of WT and PKP4-KO cells treated with ARHGEF2- or ARHGAP23-directed siRNAs. Left: Representative images showing the monolayers. Scale bar = 5 mm. Right: Quantification of monolayer size relative to non-targeting siRNA (siCtrl) treated cells. Averages + SD from five independent experiments are plotted. *P < 0.05; **P < 0.01; ***P < 0.001; ns, not significant. Significance was determined by student’s unpaired two tailed t-test (D, F, G). See also Fig. S6

To analyze whether PKP4 interacts with selected GEFs and GAPs, PKP4-GFP was affinity-purified from Rescue cells (Fig. 6B, for quantification see Fig. S6A). ARHGAP21 did not co-purify with PKP4. In contrast, the GAPs ARHGAP23, ARHGAP24, and RACGAP1 co-precipitated. In addition, the GEFs ECT2 and ARHGEF2 (also called GEFH1) were both co-precipitated. The co-precipitation indicated an association with PKP4 and emphasized a role of PKP4 as a scaffold in the spatio-temporal control of Rho signaling.

The function of GEFs and GAPs is regulated by expression as well as localization. To analyze a putative effect of PKP4 on the protein level of the selected GEFs and GAPs, we quantified their amounts in WT, PKP4-KO, and Rescue cells maintained for 24 h in LCM where PKP4 is cytoplasmic or in HCM where PKP4 localizes at cell junctions (Fig. 6C, for quantification see Fig. S6B). Protein levels of ARHGAP21, ARHGAP24, RACGAP1, and ECT2 were unaltered by PKP4 as determined by western blotting. More importantly, the loss of PKP4 slightly increased ARHGAP23 protein expression but dramatically decreased the ARHGEF2 protein level. These effects were reversed in Rescue cells, supporting a role of PKP4 in regulating ARHGAP23 and ARHGEF2 levels.

To directly link the selected GEFs and GAPs with actin dynamics, the impact of siRNA-mediated repression of these GEFs and GAPs was studied with respect to actin organization. WT and PKP4-KO cells were treated with control (siCtrl) or GEF/GAP-directed siRNAs (siARHGAP21, siARHGAP23, siARHGAP24, siRACGAP1, siECT2, siARHGEF2), maintained for 24 h in HCM, and processed for immunofluorescence (Fig. 6D, for quantification of knockdown efficiencies see Fig. S6C). ARHGEF2 depletion increased stress fibers in WT cells whereas control-treated WT cells revealed a cortical actin ring, suggesting that ARHGEF2 depletion reduced cortical RhoA activity and thus mimicked the effect of PKP4 loss. In PKP4-KO cells, ARHGAP23 depletion correlated with a loss of stress fibers, suggesting that ARHGAP23 is active in the PKP4-KO cell cytoplasm to reduce cortical RhoA activity and suppress cortical ring formation. Thus, ARHGEF2 and ARHGAP23 might be the key regulators for actin organization in a PKP4-dependent manner (Fig. 6E).

Based on these findings, we predicted that overexpression of ARHGAP23 should promote stress fibers in WT cells. Transfected cells were maintained for 24 h in HCM and processed for immunofluorescence (Fig. 6F). In accordance with our assumption, overexpressed ARHGAP23 partially localized at the cell cortex where it could inactivate RhoA to prevent cortical actin ring formation and led to increased stress fibers in WT cells. Moreover, we wondered if overexpression of ARHGEF2 in PKP4-KO cells might partially rescue cortical actin ring formation because of a general massive increase in its activity although PKP4 would not mediate its cortical localization. Indeed, overexpression of ARHGEF2 reduced stress fibers in PKP4-KO and improved cortical actin to some extent.

To reveal the functional consequences of the PKP4-dependent actin regulation by ARHGAP23 and ARHGEF2 we investigated if this would also affect cell tension. WT and PKP4-KO cells maintained for 24 h in HCM were treated with control (siCtrl), ARHGEF2-directed (siARHGEF2), or ARHGAP23-directed (siARHGAP23) siRNAs and processed for the dispase assay (Fig. 6G). ARHGEF2 depletion in WT cells increased the sheet area, indicative of reduced mechanical tension in accordance with reduced cortical actin and increased stress fibers observed in these cells. In PKP4-KO cells, depletion of ARHGEF2 did not affect sheet area probably because ARHGEF2 levels were already severely downregulated by the loss of PKP4. In contrast, ARHGAP23 depletion in PKP4-KO cells significantly reduced the sheet area, suggesting that the elevated ARHGAP23 level is connected to reduced mechanical tension. Although the ARHGAP23 level was lower in WT than in PKP4-KO cells, depletion of ARHGAP23 further reduced the sheet area of WT cells confirming that ARHGAP23 negatively controls tension. In addition to the effects on cell tension, the regulation of RhoA also affects keratinocyte adhesion (Fig. S6D) where ARHGEF2 depletion in WT cells interfered with stable cell–cell adhesion as indicated by increased numbers of fragments generated by mechanical stress. In contrast, ARHGEF2 depletion had no significant effect on intercellular cohesion in PKP4-KO cells, where the ARHGEF2 level was already strongly reduced. ARHGAP23 depletion decreased the number of fragments in PKP4-KO and WT cells, suggesting increased cell–cell adhesion.

Taken together, our data reveal that PKP4 affects actin organization through ARHGAP23 and ARHGEF2. PKP4 promotes ARHGEF2 expression but suppresses ARHGAP23 levels resulting in cortical ring formation and increased mechanical tension. By interacting with both proteins, PKP4 could control their localization and balance their activities.

### Junctional localization of ARHGAP23 and ARHGEF2 is regulated by PKP4

Since GEFs and GAPs are essential for the local control of RhoA activity [64], we expected that PKP4 might direct the localization of ARHGAP23 and ARHGEF2 to control their function. To analyze a putative junctional localization of ARHGAP23, WT, PKP4-KO, and Rescue cells maintained for 24 h in HCM were processed for immunofluorescence (Fig. 7A). ARHGAP23 was not only upregulated in PKP4-KO cells, but also showed increased lateral localization compared to WT and Rescue cells, suggesting that PKP4 displaced ARHGAP23 from junctions. To test whether the mislocalized ARHGAP23 in PKP4-KO cells still interacted with RhoA, endogenous ARHGAP23 was affinity purified from WT and PKP4-KO cells maintained for 24 h in HCM and probed for co-purifying proteins by western blotting with the indicated antibodies (Fig. 7B). PKP4 and total RhoA were co-precipitated by ARHGAP23 from WT cells confirming an association as shown in Fig. 6B. Importantly, the amount of total RhoA co-precipitating with ARHGAP23 was elevated in PKP4-KO compared to WT cells. Thus, we conclude that an increased ARHGAP23-RhoA interaction in PKP4-KO cells might diminish local RhoA activity at junctions and the cell cortex and promote stress fibers.

**Fig. 7:**
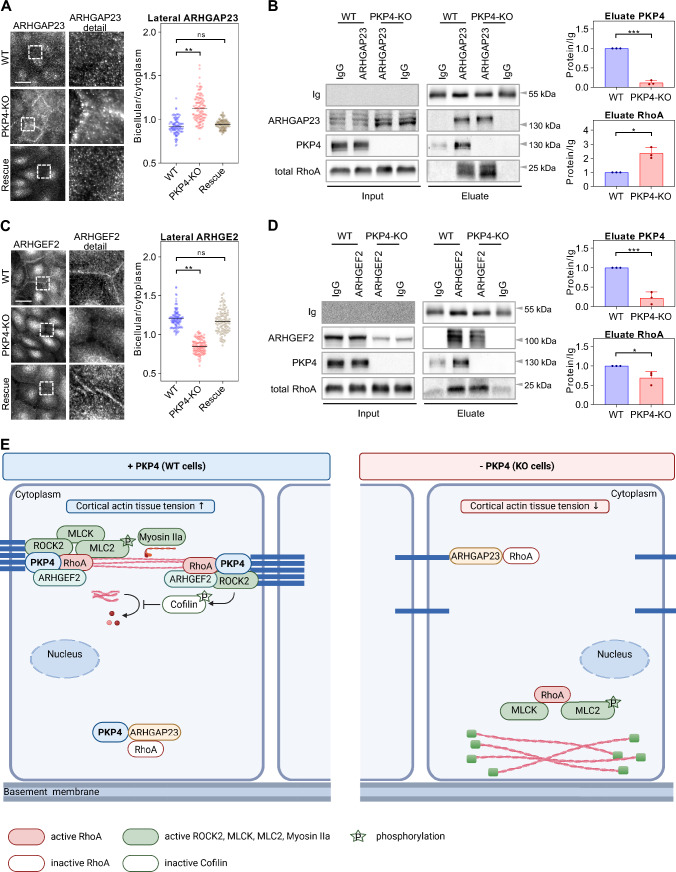
Junctional localization of ARHGAP23 and ARHGEF2 is regulated by PKP4. **A** Immunofluorescence analysis of the junctional localization of ARHGAP23. Left: Representative immunofluorescence images showing ARHGAP23 localization in WT, PKP4-KO, and Rescue (PKP4-KO + PKP4) cells. Scale bar = 50 µm, detail 10 µm. Right: Bicellular/cytoplasm ratio of fluorescence intensity. n ≥ 100 cells per condition from two independent experiments. **B** Endogenous ARHGAP23 was affinity-purified from WT and PKP4-KO cells. Left: Representative western blots of co-purifying proteins. Normal rabbit IgG served as negative control. Right: Quantification of eluate protein levels normalized to IgG heavy chain and relative to values in control cells. Averages + SD from three independent experiments are plotted. **C** Immunofluorescence analysis of the junctional localization of ARHGEF2. Left: Representative immunofluorescence images showing ARHGEF2 localization in WT, PKP4-KO, and Rescue (PKP4-KO + PKP4) cells. Scale bar = 50 µm, detail 10 µm. Right: Bicellular/cytoplasm ratio of fluorescence intensity. n ≥ 100 cells per condition from two independent experiments. **D** Endogenous ARHGEF2 was affinity-purified from WT and PKP4-KO cells. Left: Representative western blots of co-purifying proteins. Normal rabbit IgG served as negative control. Right: Quantification of eluate protein levels normalized to IgG heavy chain and relative to values in control cells. Averages + SD from three independent experiments are plotted. **E** Proposed model of PKP4’s role in Rho signaling. Created with biorender.com. *P < 0.05; **P < 0.01; ***P < 0.001; ns, not significant. Significance was determined by one-way ANOVA with Tukey’s multiple comparisons test (**A**, **C**) or by student’s unpaired two tailed *t*-test (**B**, **D**)

Finally, we investigated the junctional localization of ARHGEF2 in WT, PKP4-KO, and Rescue cells maintained for 24 h in HCM and processed for immunofluorescence (Fig. 7C). Loss of PKP4 interfered with the lateral ARHGEF2 localization. Taken together with the reduction in ARHGEF2 protein level, this suggests that PKP4 recruits ARHGEF2 to AJ and stabilizes cortical ARHGEF2 by association. To probe for RhoA association, endogenous ARHGEF2 was affinity purified from WT and PKP4-KO cells maintained for 24 h in HCM and probed by western blotting with the indicated antibodies (Fig. 7D). PKP4 and total RhoA were co-precipitated, confirming the association between ARHGEF2 and PKP4. The association with RhoA was retained in PKP4-KO cells although the amount of the complex was reduced due to reduced ARHGEF2 levels. Thus the reduced level of ARHGEF2 in PKP4-KO cells did not interfere with an interaction with RhoA in general but the altered localization of ARHGEF2 shifted RhoA activity from cell adhesions to the cytoplasm thereby preventing cortical ring formation but supporting stress fibers.

Collectively, we have demonstrated that PKP4 acts as a local scaffold that regulates the generation of intrinsic forces by promoting ARHGEF2 and preventing ARHGAP23 localization at cell borders resulting in local RhoA activation and reorganizing of actin and AJs.

## Discussion

AJ are dynamic structures that connect epithelial cells to form coherent cell sheets. Several studies have identified cellular contractility as an important determinant of junctional function [65]. Contractile tension at AJs is generated by an actomyosin cortex. Its formation depends on the recruitment of signaling proteins to AJ including RhoA, which activates non-muscle myosin [22, 66]. In addition, a conversion of disorganized actin filament networks into bundles is required for AJ maturation with formation of a zonula adherens (ZA) [67].

Here we have identified a role of the AJ associated protein PKP4 in the generation of tension across keratinocyte epithelial sheets. We show that the generation of intrinsic force requires a PKP4-dependent regulation of RhoA activity. We propose that PKP4 provides a scaffold for the RhoA activator ARHGEF2 at AJs which allows the recruitment of RhoA and its effectors MLCK and MLC to AJs to facilitate cortical ring formation and actomyosin contraction. In contrast, PKP4 association with ARHGAP23 reduced ARHGAP23 binding to RhoA and this occurred primarily in the cytoplasm thereby reducing stress fiber formation (summarized in Fig. 7E).

### The AJ proteins PKP4, p120, and α-catenin differentially regulate Rho-signaling

Among the E-cadherin associated cytoplasmic plaque proteins of AJs, α-catenin and p120 are known to be involved in the spatiotemporal control of Rho signaling: The centralspindlin complex, which consists of KIF23 (MKLP1) and RacGAP1 (MgcRacGAP), is known to control contractile ring formation and cell abscission during cytokinesis [68]. The same complex was shown to localize at the ZA in interphase cells by interacting with α-catenin. α-catenin recruited ECT2 to activate RhoA and supported junctional integrity through tension generated by myosin IIA. Moreover, centralspindlin inhibited the junctional localization of ARHGAP5 thereby preventing RhoA inactivation [22]. α-catenin dependent RhoA activation increased actomyosin contractility at AJs leading to tension induced conformational changes in α-catenin. This α-catenin activation is a key event in the dynamic regulation of AJ remodeling and allows recruitment of specific actin-binding proteins, including vinculin. Thus, α-catenin regulates not only force sensing, but also force transmission, through a Rho-mediated feedback mechanism [8].

In contrast, p120 potently inhibited RhoA activity and in addition activated Rac and Cdc42 [69, 70]. p120 suppressed the intrinsic GDP/GTP exchange activity of RhoA in a manner comparable to that of guanine nucleotide dissociation inhibitors (GDI) [13]. By directly binding to RhoA, p120 sequestered RhoA in an inactive state. p120 also regulated actomyosin contractility by controlling RhoA GTPase cycling at the centralspindlin complex during cytokinesis. RhoA activity was mislocalized in anaphase and telophase in p120 depleted cells resulting in cytokinesis defects [71].

PKP4 was shown to regulate cytokinesis and cell division by regulating Rho activity [19, 20]. This required a direct interaction with RhoA and the Rho-GEF Ect2. However, a role of PKP4 in junction associated Rho-signaling has remained elusive so far. In keratinocytes, the activation of RhoA was necessary for the formation and stability of AJs, as RhoA inhibition resulted in E-cadherin removal from the junctional complex, and actomyosin contractility was crucial for confluence-dependent inhibition of keratinocyte proliferation [72].

Here we show that in PKP4-KO keratinocytes, actin organization and Rho-GTPase activity are profoundly altered, raising the question how PKP4 modulates Rho-signaling beyond cytokinesis. Since the spatio-temporal control of Rho-GTPases depends on the local balance between GEF and GAP activities, we hypothesized that PKP4 might affect Rho-signaling by interacting with GEFs and/or GAPs at the AJs. We identified ARHGEF2 and ARHGAP23 as highly affected by PKP4. Whereas ARHGEF2 was recruited to AJs in a PKP4-dependent manner, ARHGAP23 was rather displaced from the cell cortex suggesting that PKP4 interfered with its junction-associated activity. The local activity of ARHGEF2 together with the displacement of ARHGAP23 can both contribute to enhanced RhoA activity at the ZA which through the activation of a ROCK-MLCK-MLC signaling axis enables actomyosin contractility and the generation of tension.

These data imply Rho-signaling as a general feature of the p120 family of proteins. However, our results demonstrate that p120 and PKP4 exert opposing roles in Rho-signaling. What does this mean in the context of the epidermis? Since PKP4 expression is restricted to the basal layers [73] its function in Rho signaling appears important for actively proliferating cells but dispensable for differentiated cells. A main function of the suprabasal cells is to provide a stable barrier. In contrast, epidermal renewal depends on dynamic reorganization of the cytoskeleton and cell shape and requires cell extrusion from the basal layer. During physiological self-renewal, proliferation within the basal layer leads to crowding, thereby locally distorting cell shape and stress distribution resulting in a decrease in cortical tension. This triggered differentiation and delamination of basal cells, reinstating basal cell layer density [74]. Epidermal renewal is balanced with differentiation and the movement of stem cells to the barrier-forming layers of the epidermis. According to our data, PKP4 would prevent the loss of tension and thus differentiation in most basal cells through the activation of RhoA and actomyosin at the cell cortex. In contrast, in cells committed to differentiation, PKP4 is down-regulated leading to reduced tension thus facilitating delamination. In accordance to this hypothesis, Spindler et al. [75] have shown that RhoA signaling is primarily important in the lower epidermis to maintain adhesion of keratinocytes, whereas in superficial layers, the role of RhoA signaling seemed to be less pronounced. Additionally, p120 could counteract the function of PKP4 to guarantee the balance of forces and maintain barrier function in the suprabasal layers. In support of this notion, a conditional knockout of p120 in the epidermis caused decreased epidermal differentiation and interfered with barrier function [76].

### A role of PKP4 in the pathogenesis of skin diseases

Altered cellular forces, AJs, and RhoA signaling have all been implicated in cancer. RhoA mutations appear restricted to certain cancer types and distinct RhoA mutational hotspots are associated with different cancer types [77, 78]. However, mutations in RhoA are not frequent and accumulating evidence supports a role for its regulators including ARHGEF2 as well as the effectors ROCK1/2 and MLCK in tumor development and progression. Genetic analyses uncovered a strong correlation between the level of ARHGEF2 expression and cancer progression and the development of drug resistance. ARHGEF2 transcription was increased by oncogenic *p53* mutations [79] and the activation of RhoA appeared to be intrinsic to its oncogenic abilities. ROCK-driven actomyosin contractility controls a series of processes including cell morphology, cell migration, invasion, differentiation, proliferation, and resistance to apoptosis. Accordingly, Rho-ROCK-myosinII signaling was shown to play a role not only in primary tumor formation but also in cell migration, dissemination, and metastasis. Therefore, numerous ROCK inhibitors have been investigated for their therapeutic potential in the treatment of cancers [80]. Abnormal expression of MLCK has been observed in many diseases including cancer where MLCK-dependent phosphorylation of myosin II increased the metastatic potential of tumor cells [81]. Based on our findings that PKP4 is an important regulator of an ARHGEF2-RhoA-ROCK/MLCK signaling axis, it is tempting to speculate that this function of PKP4 may contribute to cancer. In support of this notion, PKP4 has been implicated in pancreatic adenocarcinoma and thymoma (http://gepia2.cancer-pku.cn, [82]).

Beyond its potential role in cancer, distorted Rho signaling has also been implicated in the autoimmune diseases Pemphigus Foliaceus (PF) and Pemphigus vulgaris. Most notably, PF-antibodies induced skin blistering by interfering with RhoA signaling which compromised intercellular adhesion and ultimately induced keratinocyte dissociation [83]. In a variant of endemic PF, autoantibodies directed against PKP4 and the related armadillo repeat gene deleted in velo-cardio-facial syndrome (ARVCF) protein were detected, pointing to a potential role of PKP4 in the pathomechanism of Pemphigus skin diseases.

## Conclusions and limitations

Intrinsically generated forces at the junctions serve to balance cell proliferation and differentiation during skin renewal. Our data suggest that PKP4 plays a role in this context by dynamically regulating the spatio-temporal activity of Rho signaling. This raises several questions that require further investigation: First, the mechanism how PKP4 regulates the levels of the RhoA regulators ARHGEF2 and ARHGAP23 has currently not been resolved. So far, no data are available to link PKP4 with transcriptional or post-transcriptional regulation. Second, we have tested the response of murine keratinocytes to PKP4-mediated cell tension. However, our study did not specifically address the role of PKP4 in the intact epidermis. Second, it will be interesting to assess how PKP4 affects epithelial function and AJ-mediated tension in simple epithelial cells. This will be of special interest in the context of apoptotic or pyroptotic cell extrusion. It has been shown that contractility is essential for the expulsion of apoptotic cells which become hyper contractile to generate a tensile signal that is necessary to activate RhoA in its neighbors [84]. Finally, it will be important to analyze if PKP4 is involved in cytoskeletal and AJ alterations occurring in infectious and autoimmune diseases and in cancer.

### Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

## Data Availability

RNA-seq data have been deposited at Gene Expression Omnibus (GEO) and are publicly available as of the date of publication. They were deposited into GSE255172 in GEO. Any additional data reported in this paper and any additional information required to reanalyze the data reported in this paper is available from the corresponding author upon request.

## Abbreviations

AJs: Adherens junctions
p120: P120-catenin
PKP4: Plakophilin 4
GEFs: Guanine nucleotide exchange factors
GAPs: GTPase-activating proteins
Rac1: Rac family small GTPase 1
Cdc42: Cell division cycle 42
Ect2: Epithelial cell transforming 2
FMRP: Fragile X mental retardation protein
ROCK: Ho associated kinase
MLC: Myosin regulatory light chains
LIMK: LIM kinase
F-actin: Filamentous actin
MMRRC: Mutant Mouse Resource and Research Center
PBS: Phosphate buffered saline
WT: Wildtype
KO: Knockout
FCS: Fetal calf serum
LCM: Low calcium medium
HCM: High calcium medium
EGTA: Ethylene glycol-bis-(2-aminoethylether)-N,N,N′,N′-tetraacetic acid
SDS: Sodium dodecyl sulfate
IP: Immunoprecipitation
TBST: Tris-buffered saline with Tween20
BSA: Bovine serum albumin
GAPDH: Glyceraldehyde-3-phosphate dehydrogenase
DABCO: 1,4- Diazabicyclo[2.2.2]octane
FDR: False discovery rate
GSEA: Gene set enrichment analysis
ANOVA: One-way analysis of variance
FAK: Focal adhesion kinase
MLCK: Myosin light chain kinase
MYPT: MLC phosphatase
ZA: Zonula adherens
GDI: Guanine nucleotide dissociation inhibitors
PF: Pemphigus Foliaceus
ARVCF: Armadillo repeat gene deleted in velo-cardio-facial syndrome

# Supplementary material for: Plakophilin 4 controls the spatio-temporal activity of RhoA at adherens junctions to promote cortical actin ring formation and tissue tension
**Source:** Cell Mol Life Sci. 2024 Jul 6;81(1):291. doi: 10.1007/s00018-024-05329-6
**Supplement:** Supplementary file 1 — Supplementary file1

SUPPLEMENTARY INFORMATION

**Plakophilin 4 controls the spatio-temporal activity of RhoA at adherens junctions to promote cortical actin ring formation and tissue tension**

Journal: Cellular and Molecuar Life Sciences

Lisa Müller^1,,*^, René Keil^1^, Markus Glaß^1^, and Mechthild Hatzfeld^1^

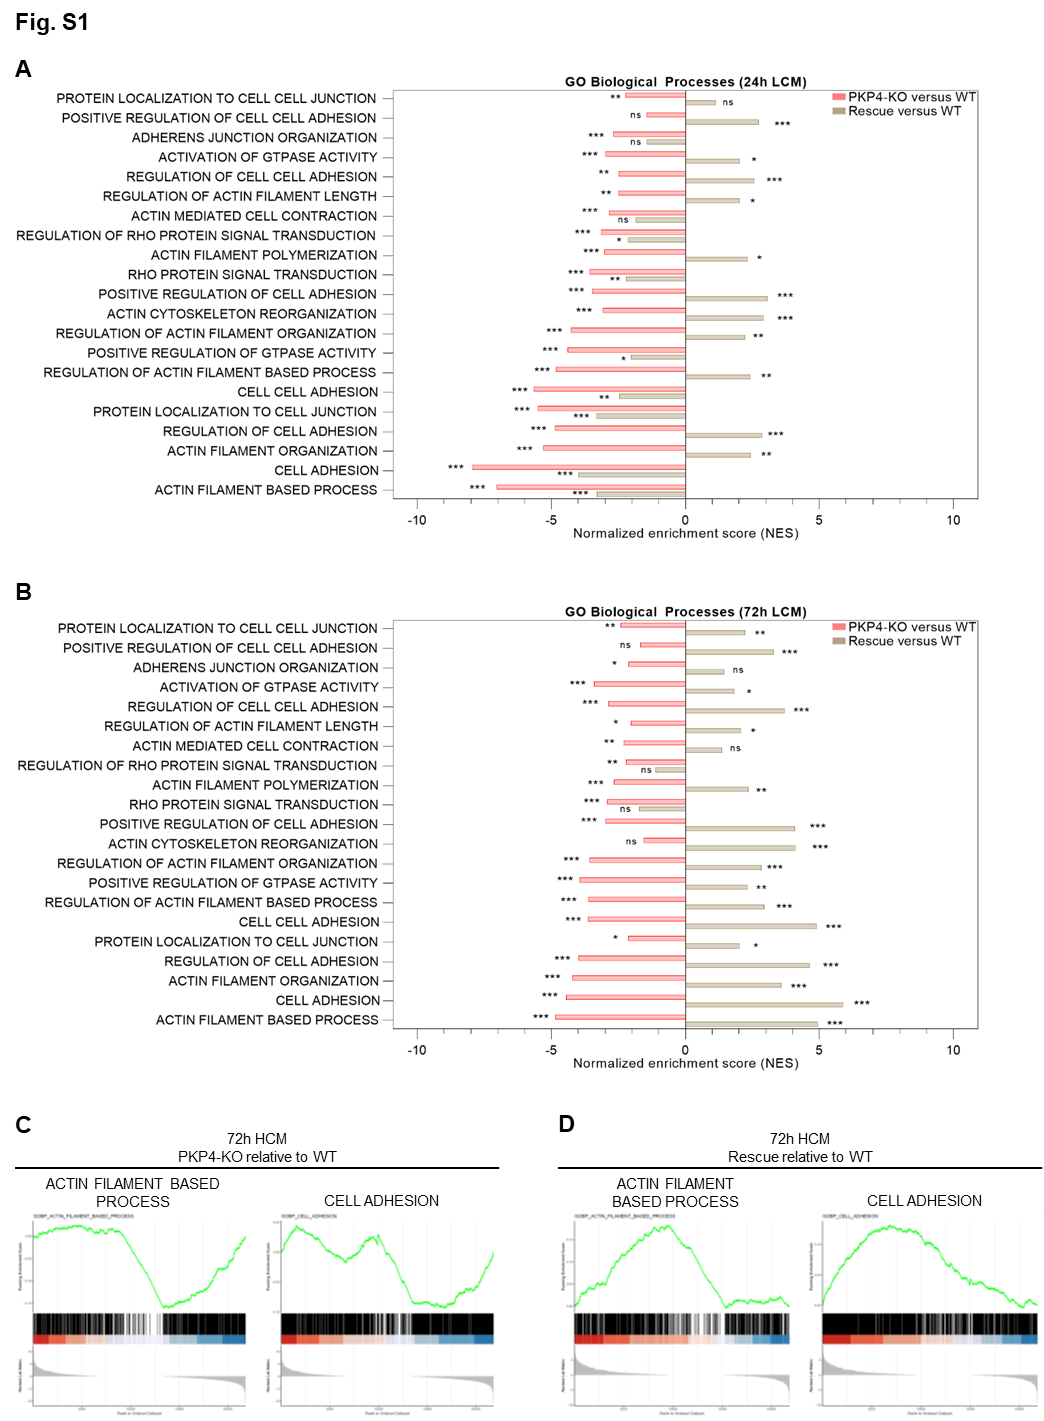

**Fig. S1: PKP4 regulates actin- and adhesion-associated pathways**

(A), (B) Normalized enrichment scores of selected gene sets among protein coding genes in PKP4-KO or Rescue (PKP4-KO+PKP4) versus WT cells after (A) 24h LCM or (B) 72h LCM. 

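In LCM, 11 of the 12 Reactome sets were lower in PKP4-KO at 24 h and 1 was higher, and at 72 h 5 were lower and 1 was higher. Cell junction organization had a normalized enrichment score of -3.76 in PKP4-KO at 24 h (adjusted p = 1.78e-08, fgsea) and -2.25 at 72 h (adjusted p = 0.00571, fgsea). Integrin cell surface interactions had scores of -3.66 at 24 h (adjusted p = 9.22e-09, fgsea) and -1.59 at 72 h (adjusted p = 0.1, fgsea), and Cell-cell junction organization had scores of -3.23 (adjusted p = 3.03e-06, fgsea) and -1.81 (adjusted p = 0.0455, fgsea). In Rescue, 0 of the 12 sets were higher than in WT and 5 were lower at 24 h, and 3 were higher and 4 lower at 72 h. Cell junction organization had a score of -1.48 in Rescue at 24 h (adjusted p = 0.115, fgsea) and of 2.76 at 72 h (adjusted p = 0.000275, fgsea). Adherens junctions interactions had a score of 2.38 in Rescue at 72 h (adjusted p = 0.00318, fgsea), and Smooth Muscle Contraction one of -2.15 at 24 h (adjusted p = 0.00923, fgsea). Genes at a log2 fold change of 0 made up 25.6% of the PKP4-KO ranking at 24 h and 30.1% at 72 h. With only the genes passing the filter on low counts ranked, 6 sets were lower in PKP4-KO at 24 h and 3 at 72 h.

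**Figure D5:**
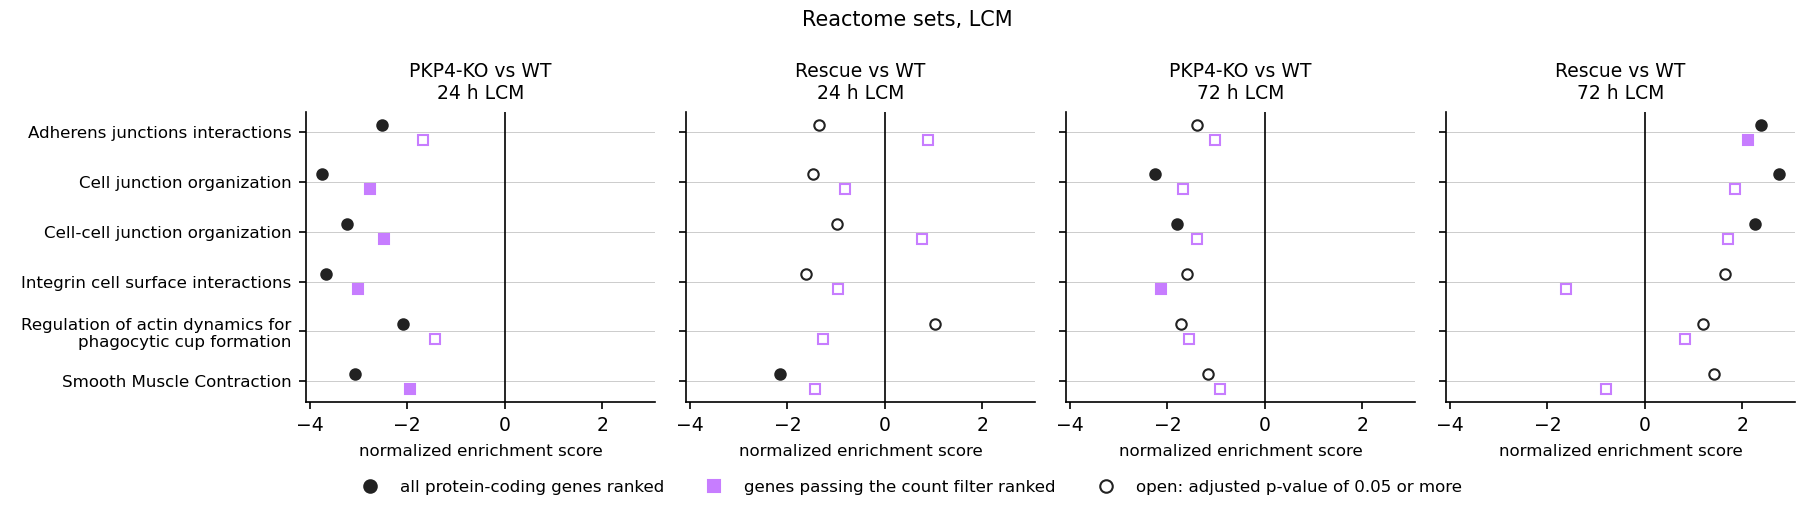
Normalized enrichment scores of 6 of the 12 Reactome sets in LCM at 24 h and at 72 h, for PKP4-KO against WT and Rescue against WT. Circles stand for the ranking of all protein-coding genes and squares for that of genes passing the filter on low counts; filled symbols have an adjusted p-value below 0.05. With all genes ranked, Cell junction organization has scores of -3.76 and -2.25 in PKP4-KO and of -1.48 and 2.76 in Rescue at 24 h and 72 h.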

Positive values represent up regulation, negative values represent down regulation. Corresponding to Figure 1A and Figure 1B.

(C), (D) Enrichment plots for the two most significantly enriched GOBP gene sets for (C) PKP4-KO relative to WT cells or (D) Rescue (PKP4-KO+PKP4) relative to WT cells after 72h HCM, respectively. The plots show the profile of the running enrichment scores and positions of gene set members on the rank-ordered list. Genes on the far left (red) correspond to the most upregulated actin- or adhesion-associated genes, whereas genes on the far right (blue) correspond to the most downregulated actin- or adhesion-associated genes. Corresponding to Figure 1C and Figure 1D.

*P<0.05; **P<0.01; ***P<0.001; ns, not significant.

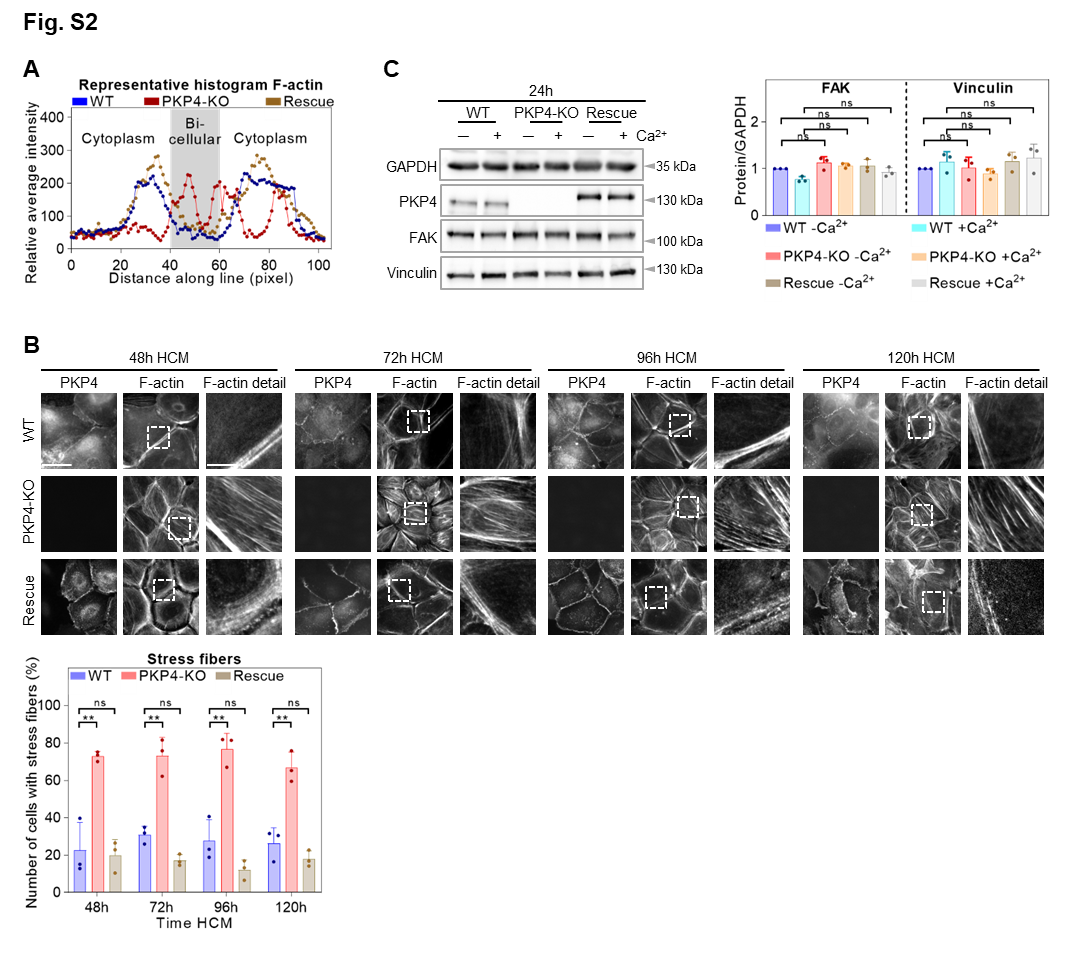

**Fig. S2: PKP4 affects actin organization**

(A) Representative histogram of relative average intensities of lateral F-actin in WT, PKP4-KO, and Rescue cells. Corresponding to Figure 2B.

(B) Immunofluorescence analysis of F-actin localization. Top: Representative immunofluorescence images showing PKP4 and F-actin localization in WT, PKP4-KO, and Rescue (PKP4-KO+PKP4) cells grown for 48h, 72, 96, or 120h in HCM. Scale bar = 50 µm, detail 10 µm. Bottom: Number of cells with stress fibers. Averages + SD from three independent experiments are plotted. n ≥ 100 cells per condition. Corresponding to Figure 2B.

(C) Levels of focal adhesion proteins in WT, PKP4-KO, and Rescue (PKP4-KO+PKP4) cells grown for 24h in medium with or without Ca^2+^. Left: Representative western blots of PKP4 and focal adhesion proteins. GAPDH was used as a loading control. Right: Quantification of protein amounts normalized to GAPDH and relative to WT cells grown in medium without Ca^2+^. Averages + SD from three independent experiments are plotted. Corresponding to Figure 2.

*P<0.05; **P<0.01; ***P<0.001; ns, not significant. Significance was determined by one-way ANOVA with Tukey’s multiple comparisons test (B, C).

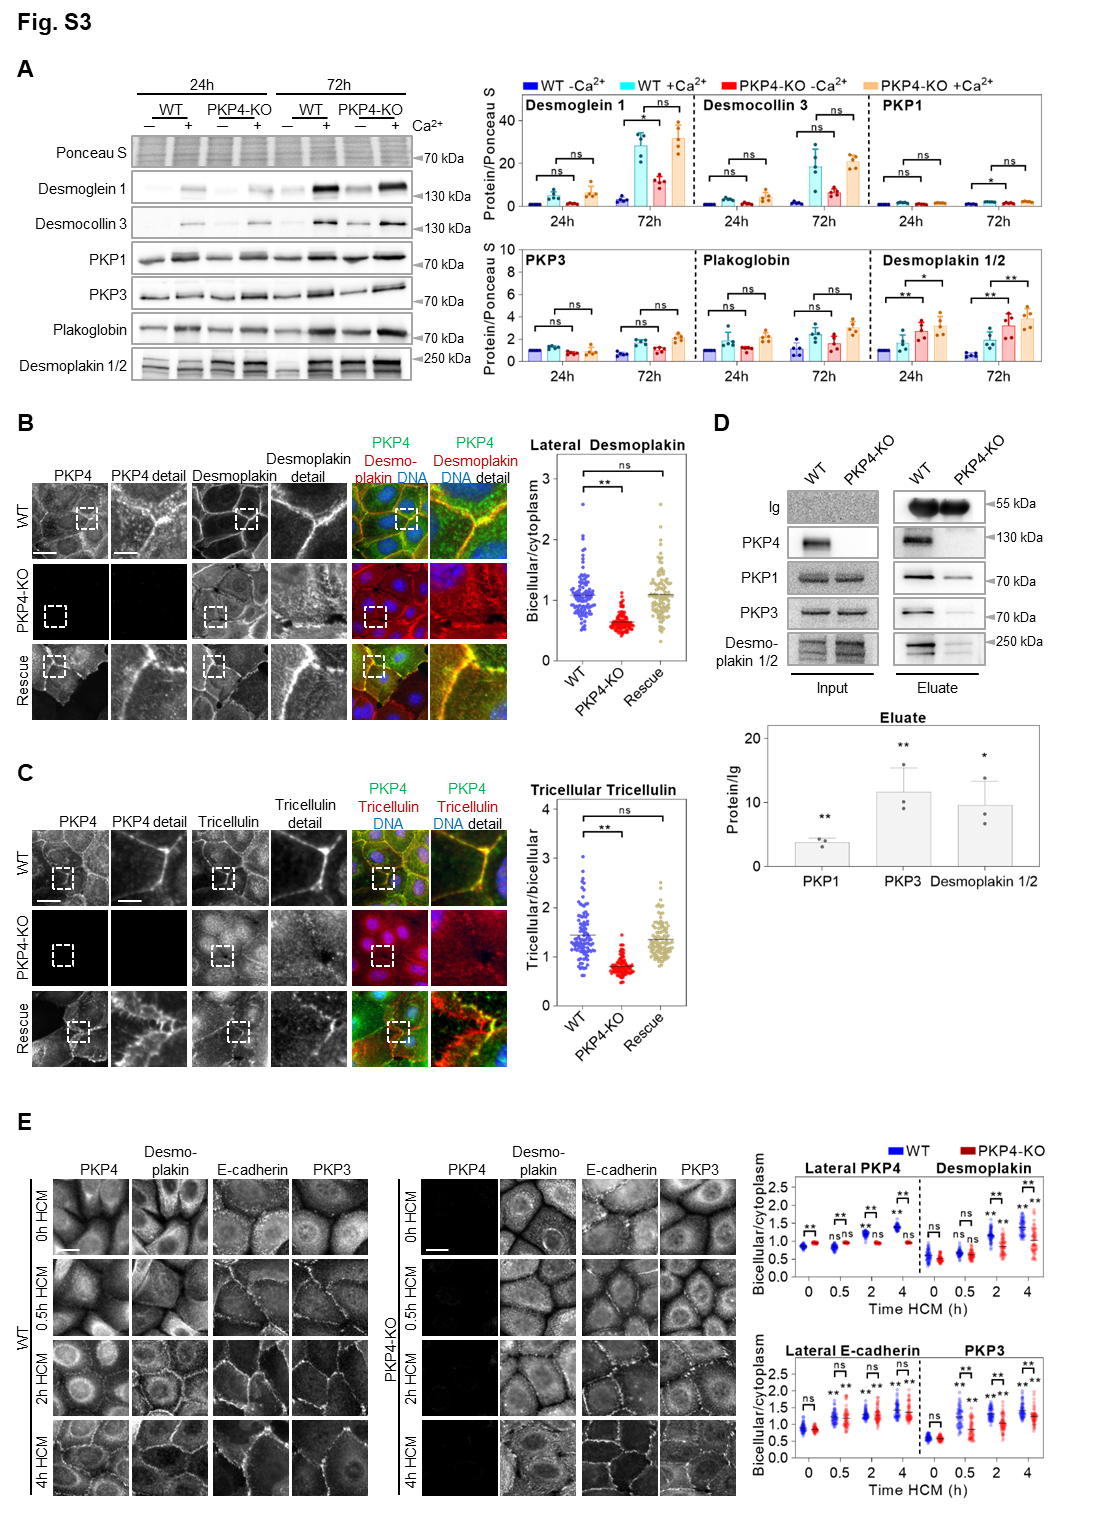

**Fig. S3: PKP4 modulates the morphology of junctions and stabilizes keratinocyte cell-cell adhesion**

(A) Levels of desmosomal proteins in WT and PKP4-KO cells grown for 24h or 72h in medium with or without Ca^2+^. Left: Representative western blots of desmosomal proteins. Ponceau S staining was used as a loading control. Right: Quantification of protein amounts normalized to Ponceau S staining and relative to WT cells grown for 24h in medium without Ca^2+^. Averages + SD from five independent experiments are plotted.

(B) Immunofluorescence analysis of the junctional localization of desmoplakin. Left: Representative immunofluorescence images showing PKP4 and DSP localization in WT, PKP4-KO, and Rescue (PKP4-KO+PKP4) cells. Scale bar = 50 µm, detail 10 µm. Right: Bicellular/cytoplasm or tricellular/bicellular ratio of desmoplakin fluorescence intensity. n ≥ 100 cells per condition from two independent experiments.

(C) Immunofluorescence analysis of the junctional localization of Tricellulin. Left: Representative immunofluorescence images showing PKP4 and Tricellulin localization in WT, PKP4-KO, and Rescue (PKP4-KO+PKP4) cells. Scale bar = 50 µm, detail 10 µm. Right: Tricellular/bicellular ratio of Tricellulin fluorescence intensity. n ≥ 100 cells per condition from two independent experiments.

(D) Endogenous PKP4 was affinity-purified from WT cells. PKP4-KO cells were treated in parallel as control. Top: Representative western blots of input and co-purifying proteins. Bottom: Enrichment of PKP1, PKP3, and desmoplakin normalized to Ig and relative to values of PKP4-KO cells (second lane in immunoblot, which was set to 1). Average + SD from three independent experiments was plotted.

(E) Immunofluorescence analysis of desmosome formation. Left: Representative immunofluorescence images showing PKP4, desmoplakin, E-cadherin, and PKP3 localization in WT and PKP4-KO cells incubated in HCM for the indicated time. Scale bar = 20 µm. Right: Bicellular/cytoplasm ratio of fluorescence intensity. n ≥ 50 cells per condition from two independent experiments.

*P<0.05; **P<0.01; ***P<0.001; ns, not significant. Significance was determined by one-way ANOVA with Tukey’s multiple comparisons test (A, B, C, E) or by student’s unpaired two tailed t-test (D). Corresponding to Figure 3.

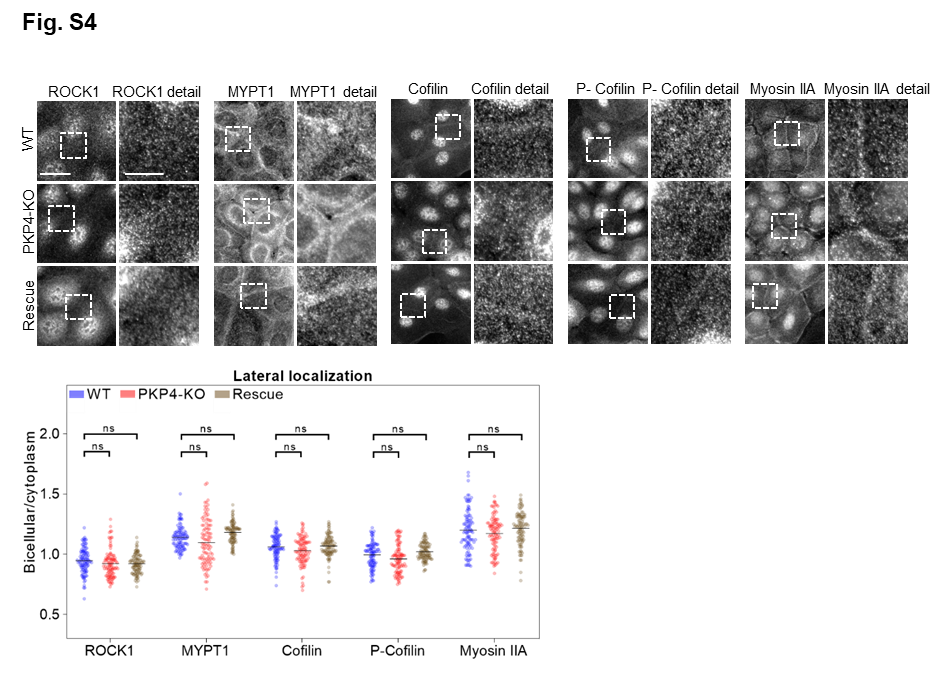

**Fig. S4: PKP4 promotes ROCK-signaling**

Immunofluorescence analysis of the junctional localization of proteins involved in ROCK-signaling. Top: Representative immunofluorescence images showing ROCK1, MYPT1, Cofilin, P-Cofilin-Ser3, and Myosin IIa localization in WT, PKP4-KO, and Rescue (PKP4-KO+PKP4) cells. Scale bar = 50 µm, detail 10 µm. Bottom: Bicellular/cytoplasm ratio of fluorescence intensities. n ≥ 100 cells per condition from two independent experiments. Corresponding to Figure 4C.

*P<0.05; **P<0.01; ***P<0.001; ns, not significant. Significance was determined by one-way ANOVA with Tukey’s multiple comparisons test.

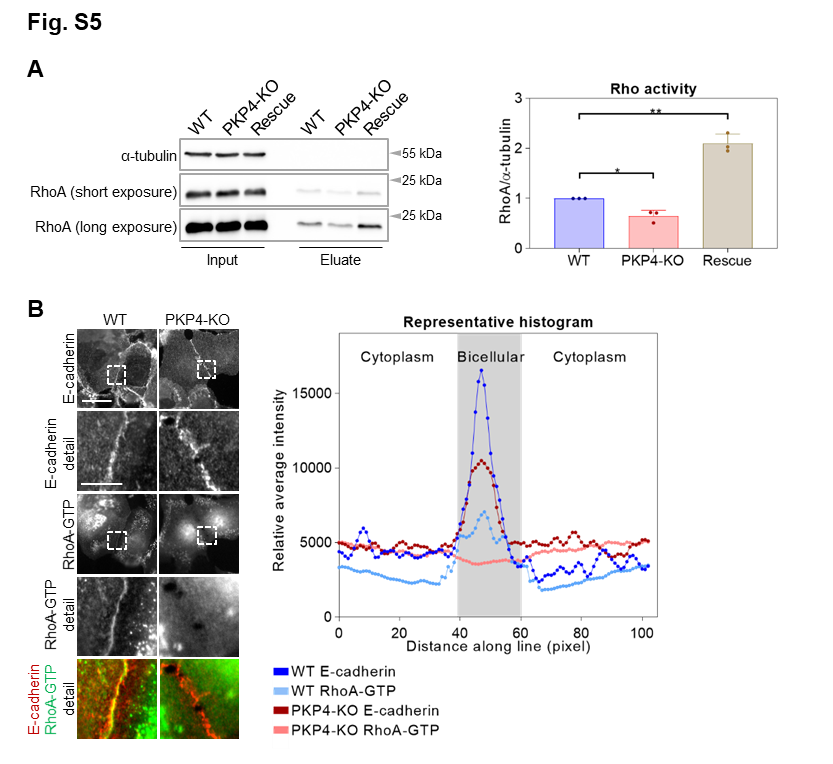

**Fig. S5: PKP4 promotes RhoA activation at the cell cortex and cortical actin ring formation**

(A) RhoA activity assay in WT, PKP4-KO, and Rescue (PKP4-KO+PKP4) cells. Left: Representative western blot of RhoA. α-tubulin was used as a loading control. Right: Enrichment of active RhoA normalized to input α-tubulin and relative to values of WT cells. Average + SD from three independent experiments was plotted. Corresponding to Figure 5.

(B) Immunofluorescence analysis of E-cadherin localization and the RhoA-GTP biosensor. Left: Representative immunofluorescence images showing E-cadherin and EGFP-RhoA biosensor localization in WT and PKP4-KO cells. Scale bar = 50 µm, detail 10 µm. Right: Histogram of the relative average intensities of lateral E-cadherin and RhoA-GTP. Averages ± SD from n ≥ 50 cells per condition from two independent experiments are plotted. Corresponding to Figure 5E.

*P<0.05; **P<0.01; ***P<0.001; ns, not significant. Significance was determined by one-way ANOVA with Tukey’s multiple comparisons test (A).

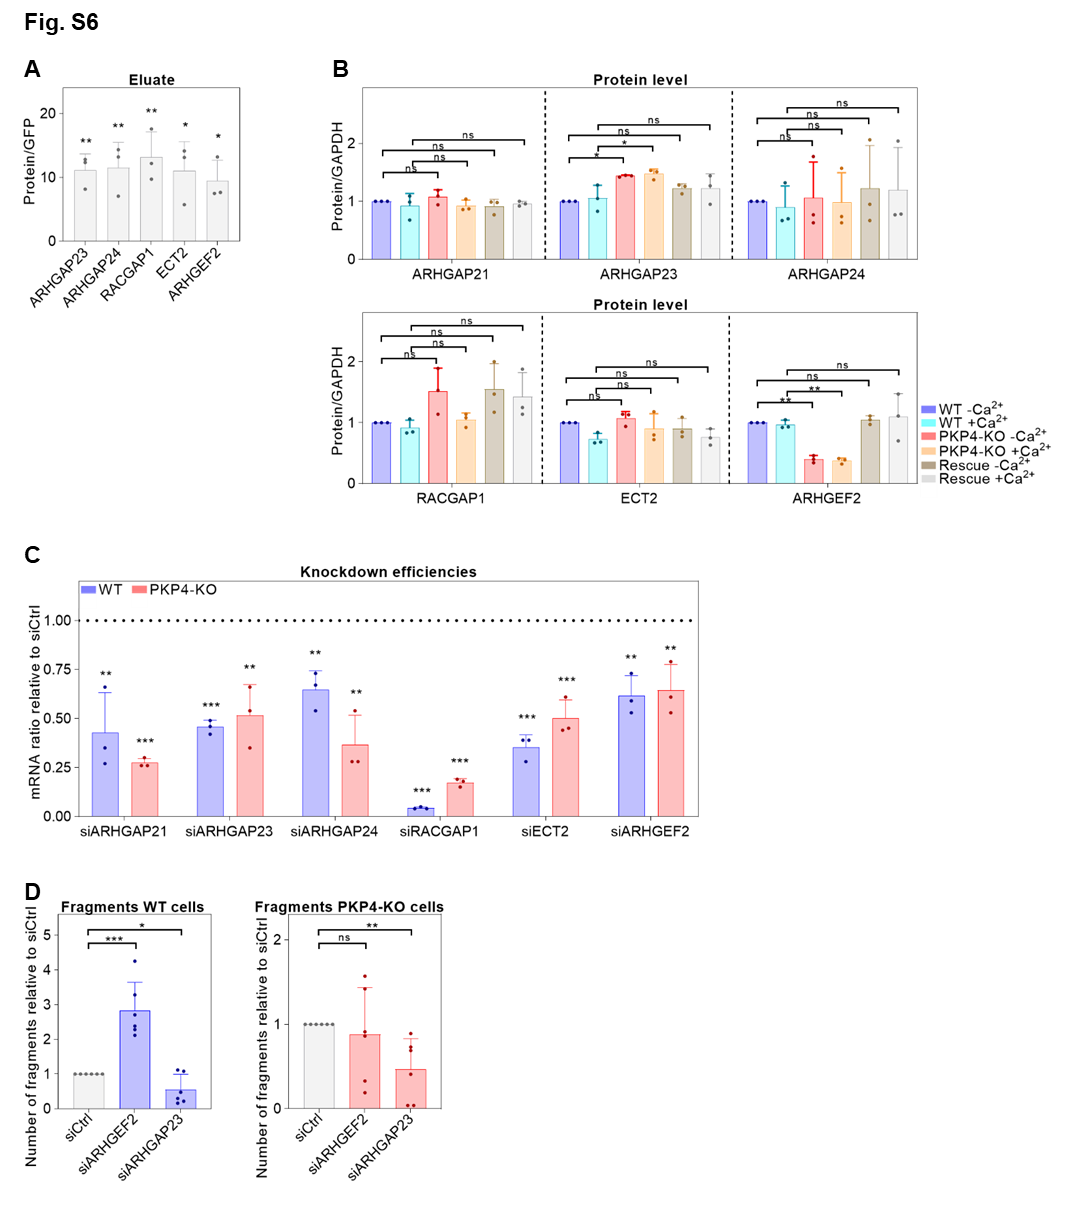

**Fig. S6: PKP4-dependent actin dynamics and tension are regulated by ARHGAP23 and ARHGEF2**

(A) GFP-PKP4 or GFP was affinity-purified from ectopically expressing WT or PKP4-KO cells, corresponding to Figure 6B. Enrichment of GEFs and GAPs normalized to precipitated GFP and relative to values of GFP cells (second lane in immunoblot, which was set to 1). Average + SD from three independent experiments was plotted. Significance was determined by student’s unpaired two-tailed t-test.

(B) Quantification of GEFs and GAPs protein amounts normalized to GAPDH and relative to WT cells grown in medium without Ca^2+^. Averages + SD from three independent experiments are plotted. Corresponding to Figure 6C.

(C) Validation of knockdown analysis in WT and PKP4-KO cells. Amounts of mRNA relative to non-targeting siRNA (siCtrl) treated cells. Averages + SD from three independent experiments are plotted. Corresponding to Figure 6D.

(D) Dispase-based dissociation assay of WT and PKP4-KO cells treated with ARHGEF2- or ARHGAP23-directed siRNAs and grown for 24h in HCM. Quantification of number of fragemnts relative to non-targeting siRNA (siCtrl) treated cells. Averages + SD from six independent experiments are plotted. Corresponding to Figure 6.

*P<0.05; **P<0.01; ***P<0.001; ns, not significant. Significance was determined by one-way ANOVA with Tukey’s multiple comparisons test (B) or by student’s unpaired two tailed t-test (A, C, D).

**Table S1: List of used siPools (defined pools of 30 selected siRNAs) obtained from siTools Biotech GmbH.**

| **Target** | **NCBI Gene ID** |
| --- | --- |
| non-targeting control | N/A |
| murine *ARHGAP21* | 71435 |
| murine *ARHGAP23* | 58996 |
| murine *ARHGAP24* | 231532 |
| murine *RACGAP1* | 26934 |
| murine *ECT2* | 13605 |
| murine *ARHGEF2* | 16800 |

**Table S2: List of primary antibodies, including source, identifier, and dilutions used in western blotting (WB) and immunofluorescence (IF).**

| Antibody | Source | Identifier | Dilution |
| --- | --- | --- | --- |
| Active Cdc42 mouse monoclonal antibody | Biomol | Cat# NB-26905 | 1:50 (IF) |
| Active Rac1 mouse monoclonal antibody | Biomol | Cat# NB-26903 | 1:200 (IF) |
| Active RhoA mouse monoclonal antibody | Biomol | Cat# NB-26904 | 1:500 (IF) |
| ARHGAP21 mouse monoclonal antibody | Santa Cruz Biotechnology | Cat# sc-390145 | 1:250 (WB) |
| ARHGAP23 rabbit polyclonal antibody | Affinity Biosiences | Cat# DF9857 | 1:50 (IF)  1:250 (WB) |
| ARHGAP24 rabbit polyclonal antibody | Affinity Biosiences | Cat# DF9858 | 1:250 (WB) |
| ARHGEF2 rabbit polyclonal antibody | Thermo Fisher Scientific | Cat# PA5-32213; RRID: 2549686 | 1:100 (IF)  1:250 (WB) |
| Cdc42 mouse monoclonal antibody | BD Biosciences | Cat# 610928; RRID: AB_398244 | 1:50 (IF) |
| Cofilin rabbit polyclonal antibody | Cell Signaling Technology | Cat# 3312 | 1:50 (IF)  1:500 (WB) |
| Desmocolin 3 mouse monoclonal antibody | Progen | Cat# 61093 | 1:1,000 (WB) |
| Desmoglein 1 mouse monoclonal antibody | Progen | Cat# 651111 | 1:1,000 (WB) |
| Desmoplakin 1/2 rabbit polyclonal antibody | Hatzfeld lab [38] | N/A | 1:500 (IF)  1:1,000 (WB) |
| E-cadherin rat monoclonal antibody | Thermo Fisher Scientific | Cat# 13-1900; RRID: AB_2533005 | 1:200 (IF)  1:500 (WB) |
| ECT2 rabbit monoclonal antibody | Cell Signaling Technology | Cat# 52021 | 1:250 (WB) |
| FAK goat polyclonal antibody | Santa Cruz Biotechnology | Cat# sc-557 | 1:50 (IF)  1:250 (WB) |
| GAPDH mouse monoclonal antibody | Sigma-Aldrich | Cat# 8795 | 1:1,000 (WB) |
| GFP rabbit polyclonal antibody | Rockland | Cat# 600-401-215; RRID: AB_828167 | 1:2,000 (WB) |
| MLC2 rabbit polyclonal antibody | Cell Signaling Technology | Cat# 3672 | 1:50 (IF)  1:500 (WB) |
| MLCK mouse monoclonal antibody | Santa Cruz Biotechnology | Cat #sc-58803 | 1:20 (IF)  1.100 (WB) |
| Myosin IIA rabbit polyclonal antibody | Cell Signaling Technology | Cat# 3403 | 1:50 (IF)  1:500 (WB) |
| MYPT1 rabbit polyclonal antibody | Santa Cruz Biotechnology | Cat# sc-25618 | 1:20 (IF)  1:100 (WB) |
| p120 mouse monoclonal antibody | BD Biosciences | Cat# 610134; RRID: AB_397537 | 1:500 (WB) |
| P-Cofilin-Ser3 rabbit monoclonal antibody | Cell Signaling Technology | Cat# 3313 | 1:50 (IF)  1:500 (WB) |
| P-MLC2-Ser19 rabbit polyclonal antibody | Cell Signaling Technology | Cat# 3671 | 1:50 (IF)  1:500 (WB) |
| PKP1 mouse monoclonal antibody | Santa Cruz Biotechnology | Cat# sc-33636 | 1:500 (WB) |
| PKP3 guinea pig polyclonal customized peptide specific antibody | Peptide Specialty Laboratories | N/A | 1:10,000 (IF)  1:20,000 (WB) |
| PKP4 mouse monoclonal antibody | Progen | Cat# 651166 | 1:10 (IF)  1:25 (WB) |
| Plakoglobin mouse monoclonal antbody | Progen | Cat# 61005 | 1:1,000 (WB) |
| Rac1 mouse monoclonal antbody | BD Biosciences | Cat# 610650; RRID: AB_397978 | 1:50 (IF) |
| RACGAP1 rabbit polyclonal antibody | Thermo Fisher Scientific | Cat# PA5-22265; RRID: AB_ 11155250 | 1:250 (WB) |
| RhoA rabbit rabbit monoclonal antibody | Cell Signaling Technology | Cat# 2117 | 1:50 (IF)  1:500 (WB) |
| ROCK1 mouse monoclonal antibody | BD Biosciences | Cat# 611136; RRID: AB_398448 | 1:50 (IF)  1:500 (WB) |
| ROCK2 mouse monoclonal antibody | BD Biosciences | Cat# 610623; RRID: AB_397956 | 1:50 (IF)  1:500 (WB) |
| Tricellulin rabbit polyclonal antibody | Thermo Fisher Scientific | Cat# 48-8400; RRID: AB_2533851 | 1:50 (IF) |
| Vinculin mouse monoclonal antibody | Sigma-Aldrich | Cat# MA5-11690; RRID: AB­_10976821 | 1:250 (IF)  1:500 (WB) |
| α-tubulin mouse monoclonal antibody | Sigma-Aldrich | Cat# T9026 | 1:1,000 (WB) |
| β-catenin mouse monoclonal antibody | BD Biosciences | Cat# 13-8400; RRID: AB_397555 | 1:1,000 (WB) |

**Table S3: List of secondary antibodies, including source, identifier, and dilutions used in western blotting (WB) and immunofluorescence (IF).**

| Antibody | Source | Identifier | Dilution |
| --- | --- | --- | --- |
| Peroxidase AffiniPure Donkey Anti-Goat IgG | Jackson ImmunoResearch | Cat# 705-035-003; RRID: AB_2340390 | 1:20,000 (WB) |
| Peroxidase AffiniPure Donkey Anti-Guinea Pig IgG | Jackson ImmunoResearch | Cat# 706-035-148; RRID: AB_2340447 | 1:15,000 (WB) |
| Peroxidase AffiniPure Donkey Anti-Mouse IgG | Jackson ImmunoResearch | Cat# 715-035-150; RRID: AB_2340770 | 1:20,000 (WB) |
| Peroxidase AffiniPure Donkey Anti-Rabbit IgG | Jackson ImmunoResearch | Cat# 711-035-152; RRID: AB_10015282 | 1:40,000 (WB) |
| Peroxidase AffiniPure Donkey Anti-Rat IgG | Jackson ImmunoResearch | Cat# 712-035-153; RRID: AB_2340639 | 1:20,000 (WB) |
| Alexa Fluor® 488 AffiniPure F(ab')₂ Fragment Donkey Anti-Mouse IgG | Jackson ImmunoResearch | Cat# 715-546-150; RRID: AB_2340849 | 1:400 (IF) |
| Alexa Fluor® 488 AffiniPure F(ab')₂ Fragment Donkey Anti-Rat IgG | Jackson ImmunoResearch | Cat# 715-546-153; RRID: AB_2340686 | 1:400 (IF) |
| Cy™3 AffiniPure F(ab')₂ Fragment Donkey Anti-Rabbit IgG | Jackson ImmunoResearch | Cat# 711-166-152, RRID: AB_2313568 | 1:200 (IF) |
| Cy™3 AffiniPure F(ab')₂ Fragment Donkey Anti-Rat IgG | Jackson ImmunoResearch | Cat# 712-166-153; RRID: AB_2340669 | 1:200 (IF) |
| Cy™3 AffiniPure F(ab')₂ Fragment Donkey Anti-Mouse IgG | Jackson ImmunoResearch | Cat# 715-166-151; RRID: AB_2340817 | 1:200 (IF) |
| Cy™3 AffiniPure F(ab')₂ Fragment Donkey Anti-Goat IgG | Jackson ImmunoResearch | Cat# 705-166-147; RRID: AB_2340413 | 1:200 (IF) |
| Cy™3 AffiniPure F(ab')₂ Fragment Donkey Anti-Guinea pig IgG | Jackson ImmunoResearch | Cat# 705-166-148; RRID: AB_2340461 | 1:200 (IF) |
| Alexa Fluor™ 568 Phalloidin | Thermo Fisher Scientific | Cat# A12380 | 1:400 (IF) |

**Table S4: List of primer pair sequences used in qRT-PCR.**

| Primer | Sequence 5’ -> 3’ |
| --- | --- |
| ARHGAP21-mouse_fw | GGCTGGCTTATGCACAGGTGA |
| ARHGAP21-mouse_rev | TGCCAGTGCTGTAACATCCTTTG |
| ARHGAP23-mouse_fw | CTTCTTCACGGACGGGTCTCT |
| ARHGAP23-mouse_rev | TAGACGCGCTTCCACTGGC |
| ARHGAP24-mouse_fw | AAGGCGGCTTTGTCAAGACT |
| ARHGAP24-mouse_rev | ATCTCGTTCACCTCCTGGAAC |
| ARHGEF2-mouse_fw | AGAGCCCCAGAGTGGTAAAC |
| ARHGEF2-mouse_rev | CCGTTGGTATAGCGGGCATC |
| ECT2-mouse_fw | ATCTCTGAGCGTGCCTTCATC |
| ECT2-mouse_rev | CACTCTTGCTTCAACCTGCGG |
| EIF3K_mouse_fw | TCGACAGGTACCAGTTCAACCC |
| EIF3K_mouse_rew | GCCGCTCTTCTTGATGTGCC |
| RACGAP1-mouse_fw | CGCGGGAAGTCAGGACCTTTA |
| RACGAP1-mouse_rev | CCGCTTTCCACACGGAACAC |

fw = forward, rev = reverse.

How the deposited data were processed for this re-analysis (not part of the article)

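RNA was measured in 36 libraries from WT, PKP4-KO and Rescue keratinocytes, each grown for 24 h or 72 h in LCM (50 µM CaCl2) or HCM (LCM with 1.2 mM CaCl2 added), with 3 libraries in each of the 12 groups. The condition of every library was taken from the labels of the deposited data. The authors selected poly(A) RNA, sequenced strand-specific read pairs, aligned them to mm39 with the GFP-PKP4 sequence added using HiSat2, removed secondary alignments with samtools and counted reads on the genes of Ensembl's GRCm39 annotation with FeatureCounts. The authors deposited the resulting counts per gene, which are whole numbers without normalization. No step before the counts was repeated here.

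The counts cover 55358 genes, 28780 of which had at least 1 read. The total per library lay between 13602728 and 22467187, with a median of 17154553 in WT, 16988735 in PKP4-KO and 17558124.5 in Rescue over the 12 libraries of each. A floor of 3 counts was used as the smallest level a library can show, and it covers counting error only. Between libraries of the same group, the chi-square per gene lay between 7.47 and 291.66 over the 36 pairs, so that no library was a copy of another of its group; libraries of different groups were not compared in this way. All 37 mitochondrial genes were listed at 0 in every library, including 13 protein-coding ones; the cause was not tested. Positions, gene lengths and exons came from the reference annotation of GRCm39, in which 98.9% of the 55358 genes were found by their Ensembl identifier.

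Differential expression was computed in R 4.3.3 with edgeR 4.0.16: filterByExpr over the 12 groups, TMM factors, and the quasi-likelihood test (glmQLFit and glmQLFTest) in 1 model with a mean for each of the 12 groups and 24 residual degrees of freedom. The p-values of the 15114 tested genes were adjusted after Benjamini and Hochberg with a threshold of 0.05. The comparisons were PKP4-KO against WT, Rescue against WT and Rescue against PKP4-KO in each of the 4 culture conditions and as the mean over them, the difference of the PKP4-KO effect between 24 h and 72 h HCM, and that between HCM and LCM at 24 h. Levels of single genes are CPM values scaled with TMM factors, as mean and SD of 3 libraries, with exact permutation tests for Pkp4. Where all libraries of a group had 3 counts or fewer, the fold was computed against 3 counts and is a lower bound.

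Gene sets were tested with fgsea 1.28.0 with the exponent 0, for Reactome sets of 10 to 500 genes matched to the table by Entrez identifier (95.8% of 7111 identifiers). The ranking held all protein-coding genes sorted by log2 fold change from a fit of every gene with at least 1 read, with genes without reads at 0, up to rounding errors. The Gene Ontology sets used in the paper were not used here. The 12 sets followed in the text include Regulation of actin dynamics for phagocytic cup formation, Smooth Muscle Contraction, Cell junction organization, Cell-cell junction organization, Adherens junctions interactions and Integrin cell surface interactions; the other 6 are part of the counts over the 12 sets, and their single results are not reported here. The share of genes moving back in Rescue was computed for genes called in PKP4-KO at one time in HCM from the PKP4-KO and Rescue libraries of the other time.

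The design, the sets, the alternatives and the rule for naming genes were fixed before the data were examined, apart from the alternatives with offsets for gene length, with window medians subtracted or with rounding errors in the ranking set to 0, which were chosen after seeing the data, as were all alternatives for single genes other than Pkp4. The rule named the genes of the proteins the paper names, marker genes for technical checks, and the 10 protein-coding genes with the largest log2 fold change in PKP4-KO at 24 h HCM that had an adjusted p-value below 0.05, a mean of at least 1 CPM and a full separation of PKP4-KO from WT libraries in all 4 culture conditions. Mylk and Myl9 were not tested because of their low counts. The alternatives were DESeq2 1.42.0 with its size factors, library sizes without TMM factors, no filter on low counts, at least 10 counts in every library, only the 2 groups compared in the fit, edgeR's exact test, each library left out in turn, and the replicate number as a block. The replicate numbers shared by the groups come from the labels of the deposited libraries; WT and PKP4-KO cells came from different pups. For gene sets, the exponent 1, a ranking of only the genes passing the filter, a ranking by the signed square root of the F statistic and camera from limma 3.58.1 with an inter-gene correlation of 0.01 were tried.

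The scripts were tested on simulated counts with the libraries' own sizes and gene means. With 200 genes changed, 134 were called (67%) among 14462 tested, 95.7% of those changed by 2 on the log2 scale and 42.1% of those changed by 1. Of the 138 calls, 4 were false. The set tests were tried on values drawn from a normal distribution instead of counts, for protein-coding genes passing the filter. Of 100 sets, 5 were seeded with lower values. All 5 were called lower and 0 others were called. These values held no block of genes without reads and no correlation between genes, so that false set calls in the main ranking were not tested. The western blots, imaging and force measurements of the paper were not analysed here.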

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

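All tests in this part were chosen only after the results they bear on were seen.

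The difference between PKP4-KO and WT cells was compared between culture conditions because the same contrast was measured in each of them. It is called the PKP4-KO effect here and includes any other difference between the cell lines. The log2 fold change of PKP4-KO against WT differed between 24 h and 72 h HCM for 4018 genes with an adjusted p-value below 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), more positive at 72 h for 1628 and more negative for 2390. Between HCM and LCM at 24 h, it differed for 607 genes, more positive in HCM for 186 and more negative for 421. Among the marker genes, the log2 fold change of PKP4-KO against WT was larger at 72 h HCM by 2.55 for Krt1 (standard error 0.67, adjusted p = 0.00527, edgeR's quasi-likelihood test) and by 1.96 for Krt10 (standard error 0.54, adjusted p = 0.00696, edgeR's quasi-likelihood test), and that of Mki67 differed by -2.25 (standard error 0.58, adjusted p = 0.00423, edgeR's quasi-likelihood test). Krt1 and Krt10 were higher, and Mki67 lower, in 3 of 3 PKP4-KO libraries at 72 h HCM than in every PKP4-KO library at 24 h HCM. From 24 h to 72 h HCM, mean Krt1 went from 6.81 to 39.7 CPM in WT and from 110.0 to 3752 CPM in PKP4-KO, and Mki67 from 27.2 to 25.6 CPM in WT and from 24.3 to 4.84 CPM in PKP4-KO. With library sizes without TMM factors, the difference was 1.69 for Krt1 and 1.09 for Krt10 (adjusted p = 0.0814, edgeR's quasi-likelihood test), and for Mki67 the values lay between -3.13 and -1.76 over the 8 alternatives that left no library out. Without replicate 2, none of the 3 genes had an adjusted p-value below 0.05: the differences were 2.34 for Krt1, 2.05 for Krt10 and -1.64 for Mki67 (adjusted p = 0.105, 0.0829 and 0.175, edgeR's quasi-likelihood test).

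For the difference between 24 h and 72 h HCM, normalization was examined with library sizes without TMM factors, which gave 7328 genes. They shift the median of all genes by -0.82 in this contrast, so that this number cannot tell whether scaling produces the differing effects. With DESeq2's size factors, which shift it by 0.13, there were 4092 genes. Gene length bias was tested with offsets for gene length, which gave 4039 genes and thus did not lower the number. A few genes taking most of the counts was tested as well: the 10 most abundant genes held 15.4% of the counts in PKP4-KO at 72 h HCM, 13.7% in PKP4-KO at 24 h HCM, 14.9% in WT at 72 h HCM and 16.2% in WT at 24 h HCM. When genotypes were exchanged between same-numbered libraries within each culture condition, 9 of the 32 splits gave as many genes for the difference between times, and 11 of 32 did so for the difference between HCM and LCM. These splits carry the PKP4-KO effect of one condition into the contrast and therefore do not test chance. When the culture conditions were exchanged in PKP4-KO and WT together, 1 of 4 splits gave as many genes for each of the differences, the real split, and the other splits gave 0; with 4 splits, no share below 0.05 is possible. Of the differentiation markers Krt1, Krt10, Ivl, Lor and Flg, 4 of 5 had a more positive log2 fold change of PKP4-KO against WT at 72 h than at 24 h HCM, the exception being Lor (-0.22). Of these 4, only Krt1 and Krt10 had an adjusted p-value below 0.05; those of Ivl (0.80) and Flg (2.06) were 0.13 and 0.243 (edgeR's quasi-likelihood test), and Ivl reversed to -0.07 without TMM factors. Ivl and Lor were lower in PKP4-KO than in WT at 24 h HCM, with log2 fold changes of -3.63 and -2.34, so that the markers do not share a direction. A difference in keratinocyte differentiation between PKP4-KO and WT at 72 h HCM may contribute to the pattern, as a hypothesis. The design holds no independent measure of differentiation, and 4 splits are too few to tell the pattern from a chance division of libraries.

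Xist and genes of the Y chromosome, which the paper does not discuss, differed between the cell lines in every culture condition. Xist had a median of 40.8 CPM in the 12 WT libraries (from 24.21 to 71.35), at most 1.14 CPM in PKP4-KO and at most 1.71 CPM in Rescue. The Y genes Ddx3y, Uty, Kdm5d and Eif2s3y together had 1890 reads in the 12 Rescue libraries, from 37 to 238 per library, against 22 in WT and 8 in PKP4-KO. As for a mislabelled sample, 0 libraries had the level of another genotype. As for reads leaking between libraries, the Y-gene reads in WT were 1.16% of those in Rescue. As for cell lines with different sex chromosomes, genes known to escape X inactivation (Kdm6a, Kdm5c, Eif2s3x and Ddx3x) were lower than in WT by more than the median X gene in 5 of 8 cases, 3 of 4 in PKP4-KO (median X gene -0.65) and 2 of 4 in Rescue (median X gene -0.38). As for a mixed sample, Eif2s3y had 3.16% of the reads of its X copy Eif2s3x in Rescue, so that Y-bearing cells may make up only part of the Rescue cells. WT, PKP4-KO and Rescue cells may differ in their sex chromosomes, as a hypothesis, and the pattern cannot be told apart from a mixed sample. All libraries of a genotype share the pattern, so that genotype and cell line cannot be told apart in any comparison.

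The third pattern is a step in the fold changes along chromosome 2, which carries Pkp4 at 59.0 Mb. It was found in the 24 h LCM libraries with a boundary at 120.4 Mb, with 426 tested genes before it and 333 after it. The step, the median of the genes after the boundary minus that of the genes before it relative to WT, was 0.95 at the median of the PKP4-KO libraries (from 0.87 to 1.11), and lay between -0.06 and 0.08 in WT and between -0.06 and 0.09 in Rescue. In PKP4-KO against WT at 24 h HCM, the median log2 fold change was -0.46 before the boundary and 0.49 after it. As for chance placement of genes, 0 of 1000 shuffles of positions gave as large a step at 72 h HCM, where the step was 1.01. As for gene length bias, the step at 72 h HCM was 1.00 once the trend with gene length was taken out. As for a mislabelled sample, 0 PKP4-KO libraries failed to lie above every other library. The step of Rescue against PKP4-KO at 72 h HCM was -1.05. The paper describes the Rescue cells as PKP4-KO cells that express GFP-PKP4. A candidate explanation is a chromosome 2 change in the PKP4-KO cells that the Rescue cells lack, such as a difference in copy number, but no DNA measurement is at hand and the pattern cannot be told apart from other regional differences between cell lines. Log2 fold changes of genes on chromosome 2, Pkp4 included, carry this difference.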

How the results depend on the processing

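The alternatives with offsets for gene length, with window medians subtracted or with rounding errors in the ranking set to 0 were chosen only after the results were seen, as were the counts of other splits and all alternatives for single genes other than Pkp4; the other alternatives were not. The cause of each change given in this part was not tested.

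Between PKP4-KO and WT, the number of differentially expressed genes stayed within 1.5 times its value in each culture condition under the 10 alternatives tried: from 4645 to 6915 at 24 h HCM, from 5835 to 9401 at 72 h HCM, from 4565 to 6475 at 24 h LCM and from 4995 to 7307 at 72 h LCM. The same held for Rescue against WT, with 2491 to 4004, 4277 to 6113, 2879 to 4229 and 3541 to 5340 genes. For Rescue against PKP4-KO it held in 3 culture conditions, but at 72 h LCM the number was 3708 with only the 2 groups compared in the fit and 3924 with edgeR's exact test, against 6278. With each library left out in turn, PKP4-KO against WT gave 5624 to 6146, 6396 to 8524, 4683 to 5657 and 5422 to 6475 genes in the same order of conditions. Pkp4 was lower in PKP4-KO in each of the 4 culture conditions under all alternatives and with each library left out; its largest adjusted p-value over the alternatives was 0.00013 (edgeR's or DESeq2's test with Benjamini-Hochberg adjustment).

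The number of genes whose PKP4-KO effect differed between 24 h and 72 h HCM was 7328 with library sizes without TMM factors, against 4018, and lay between 1683 and 4545 across the 3 fits that each left out 1 replicate number. The number that differed between HCM and LCM at 24 h was 366 without TMM factors and 349 without a filter on low counts, against 607. With DESeq2's size factors it was 869, the highest of the 8 alternatives, and it lay between 94 and 262 across the 3 fits. The share of genes called in PKP4-KO that moved back in Rescue was 58.27% and 63.91% without TMM factors, against 67.57% and 70.2%, and from 63.59% to 76.35% and from 64.5% to 72.8% with 1 replicate number left out.

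The scaling moved the share of higher genes by more than 10 percentage points in several comparisons. Without TMM factors, the higher share of the genes called in PKP4-KO against WT was 13.5% in place of 42.2% at 72 h HCM, 34.1% in place of 48.9% at 24 h LCM, 25.7% in place of 47.3% at 72 h LCM and 28.8% in place of 47.8% for the mean over conditions. In Rescue against WT, it was 66.2% in place of 51% at 24 h HCM, 80.1% in place of 53.9% at 72 h HCM and 43.9% in place of 54.2% at 24 h LCM. In Rescue against PKP4-KO, it was 84.7% in place of 55.8% at 72 h HCM, 76.9% in place of 56.0% at 72 h LCM and 76.3% in place of 53.6% for the mean. For the difference between times in HCM it was 9.8% in place of 40.5%, and 50.8% with DESeq2's size factors; for that between HCM and LCM it was 56.8% in place of 30.6%. Without TMM factors, the median log2 fold change of all tested genes shifted by -0.76, -0.23 and -0.37 in PKP4-KO against WT at 72 h HCM, 24 h LCM and 72 h LCM and by -0.33 for the mean, by 0.12, 0.40 and -0.14 in Rescue against WT at 24 h HCM, 72 h HCM and 24 h LCM, by 1.17, 0.36 and 0.42 in Rescue against PKP4-KO at 72 h HCM, at 72 h LCM and for the mean, and by -0.82 and 0.29 for the differences between times and media. With DESeq2's size factors, it shifted by -0.13 in Rescue against PKP4-KO at 72 h HCM and by 0.13 for the difference between times.

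Of the 12 Reactome sets, 10, 9, 11 and 5 were lower in PKP4-KO at 24 h HCM, 72 h HCM, 24 h LCM and 72 h LCM. With the exponent 1, the numbers were 2, 0, 4 and 0, and with camera they were 4, 0, 4 and 1. With only the genes passing the filter ranked, they were 3, 6 and 3 in the last 3 conditions and 7 in the first. With the signed F statistic they were 4, 6 and 3 in the last 3 conditions, with window medians subtracted 2, 6 and 3, and with offsets for gene length, without or with the replicate block, 2 at 72 h HCM and 4 at 24 h LCM. With rounding errors in the ranking set to 0, 9 were lower at 72 h HCM. In Rescue, 1, 8, 0 and 3 sets were higher. With the exponent 1 and with camera, 0 were higher in each condition. At 24 h HCM, 72 h HCM and 72 h LCM, the numbers were 0, 1 and 1 with only the genes passing the filter ranked, 0, 1 and 1 with the signed F statistic, and 0, 1 and 0 with window medians subtracted; with offsets for gene length, without or with the block, they were 0 at 24 h HCM and 0 at 72 h HCM. With 1 library left out, 1 to 2 sets were higher in Rescue at 24 h HCM and 2 to 5 at 72 h LCM. The score of Cell junction organization in Rescue at 72 h HCM was -0.61 with offsets for gene length and -0.63 with the block as well, against 2.05. Among the other scores of this set, 25 were no longer past the threshold under an alternative and 46 kept their direction and their side of the threshold; with each library left out, 1 passed the threshold and 1 no longer did.

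Among single genes, Rac1 at 24 h HCM (0.01) was -0.001 with DESeq2's size factors, -0.012 with only the 2 groups compared and -0.012 with edgeR's exact test, and lay between -0.09 and 0.101 with each library left out. Arhgef2 at 24 h HCM (-0.17) was 0.025 with offsets for gene length and 0.024 with the block as well. The difference of Ivl between times (0.80) was -0.07 without TMM factors. Cdh1 in Rescue at 24 h HCM (0.08) lay between -0.018 and 0.146 with each library left out. Of the other single-gene values, 2 became significant, 3 lost significance and 284 kept their direction and their side of the threshold under an alternative, and 5 lost significance with a library left out.

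The labels give the groups the same replicate numbers, but WT and PKP4-KO cells came from different pups. The mean correlation of the deviations of same-numbered libraries from their group means was -0.006 over 198 pairs, against 0.012 over 396 differently numbered pairs; in single comparisons, with 3 pairs each, it lay between -0.258 and 0.464. With the replicate number as a replicate block across all 36 libraries, PKP4-KO against WT gave 6372, 7744, 5948 and 6660 genes at 24 h HCM, 72 h HCM, 24 h LCM and 72 h LCM, against 6472, 7831, 6083 and 6809 without it. Rescue against WT gave 3421, 5364, 3611 and 4809, and Rescue against PKP4-KO 6088, 10038, 4973 and 6166. With a replicate block within each culture condition, PKP4-KO against WT gave 5998, 7450, 5469 and 6225 genes, Rescue against WT 3057, 4826, 3271 and 4406, and Rescue against PKP4-KO 5755, 9795, 4529 and 5745. The differing effects were 3902 and 595 with the block across all libraries and 3443 and 431 with the block within each condition. With the block across all libraries, Pkp4 at 24 h HCM had a log2 fold change of -2.33, and 10, 9, 11 and 6 sets were lower in PKP4-KO and 1, 6, 0 and 3 higher in Rescue.

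With 3 libraries per group, an exact permutation test of a single gene cannot give a p-value below 0.1. On simulated counts, the test called 42.1% of genes changed by 1 on the log2 scale and 95.7% of those changed by 2, so that small changes are missed more often.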

Differences from the paper's values

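The paper states an average depth per sample in read pairs, and the depth used here counts reads on genes; these are different measures, and the values did not differ by 1.5 times. No other value in the paper's text was computed here.

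The paper states that the upregulated genes in Rescue cells were primarily associated with actin- and adhesion-associated pathways. With the 12 Reactome sets used here, 1 set was higher and 6 were lower in Rescue than in WT at 24 h HCM, 0 were higher and 5 lower at 24 h LCM, and 3 were higher and 4 lower at 72 h LCM. At 72 h HCM, 8 sets were higher and 2 lower. None of the alternatives set before the data were examined gave more sets higher than lower at 24 h HCM. In Fig. 1A, most of the paper's Gene Ontology sets have positive scores in Rescue at 24 h HCM, and some have negative scores.

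Figs. 1A and S1A, B show negative scores in PKP4-KO for all their sets at 24 h HCM and in LCM. Of the 12 Reactome sets, 10 were lower and 2 were higher in PKP4-KO at 24 h HCM, 11 were lower and 1 was higher at 24 h LCM, and 5 were lower and 1 was higher at 72 h LCM. With the exponent 1, one of the alternatives set before the data were examined, 2, 4 and 0 were lower and 0 were higher in these 3 conditions. At 72 h HCM, where Fig. 1B shows negative scores in PKP4-KO, 9 sets were lower and 0 higher, and Adherens junctions interactions had a score of 0.82 without a call. The Gene Ontology sets of the figures were not used here.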

Other observations

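All tests in this part were chosen only after the results they bear on were seen.

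In the ranking of all protein-coding genes, from 25.2% to 30.8% of genes had no reads in the comparison and stood at a log2 fold change of 0, up to rounding errors, so that sets of expressed genes lie at both ends of the ranking. It was tested whether this alone gives strong scores, because genes without reads form a block in the middle of the ranking. Of 1000 random sets of genes that pass the filter on low counts, matched in size, the share with a score as large was, for Cell junction organization, 0.5% in PKP4-KO at 24 h HCM, 39.9% in PKP4-KO at 72 h HCM, 2.1% in Rescue at 24 h HCM and 9.7% in Rescue at 72 h HCM. Of the 68 scores of the 12 sets with an adjusted p-value below 0.05, 28 were matched by at least 5% of such random sets. These draws differ from the sets, which also hold genes that do not pass the filter. With draws that held as many genes passing the filter as the set, the number was 14 of 68, and the shares for Cell junction organization were 0.1%, 3%, 0.1% and 0.9% in the same order, but such draws can hold more genes without reads than the set does. With draws that also held as many genes without reads in the comparison as the set, the number was 20 of 68 and the shares were 0.1%, 5%, 0.2% and 5.3%. The block may thus account for the size of some of these scores, those of Cell junction organization at 72 h HCM included, but it does not account for those of Cell junction organization at 24 h HCM.

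Other splits of the libraries of each comparison were counted among the 4 splits that part all same-numbered pairs; the other 6 of the 10 splits put same-numbered libraries on one side. With 4 splits, no share below 0.05 is possible. For the number of differentially expressed genes, 1 of 4 splits, the real split, gave as many in each of the 12 comparisons, and the others gave at most 1 gene. For the means over the 4 culture conditions, 1 of 40 drawn splits gave as many genes in each of the 3 comparisons, the largest other split giving 8056, 4551 and 8088. For the sets lower in PKP4-KO, 1 of 4 splits gave as many at 24 h HCM, 72 h HCM and 24 h LCM and 3 of 4 splits did at 72 h LCM, the largest other split giving 9, 6, 9 and 8 sets. For the sets higher in Rescue, 3 of 4 splits gave as many at 24 h HCM, 1 of 4 at 72 h HCM, 4 of 4 at 24 h LCM and 3 of 4 at 72 h LCM. For the share of genes moving back in Rescue, 2 of 4 splits gave as much for the genes called at 24 h HCM (largest other 67.99%) and 3 of 4 for those called at 72 h HCM (largest other 71.49%). Within a culture condition, each other split exchanged 1 same-numbered pair, so that most libraries kept their genotype and part of the difference stayed in the contrast. Scores from ranks and shares of directions depend little on the size of a difference. These counts therefore cannot decide whether the number of sets and the share moving back in Rescue differ from a chance division of the libraries.

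The paper states that PKP4 promotes the expression of ARHGEF2 and suppresses that of ARHGAP23, both measured as protein, and that no data link PKP4 with their transcriptional regulation. The RNA of Arhgap23 had a log2 fold change of -1.07 in PKP4-KO at 24 h HCM, lower in 3 of 3 PKP4-KO libraries than in every WT library (standard error 0.15, adjusted p = 7.46e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and of -1.10 over the 4 culture conditions (adjusted p = 1.7e-13, edgeR's quasi-likelihood test). It was -0.33 in Rescue at 24 h HCM (adjusted p = 0.108, edgeR's quasi-likelihood test). Of 10 alternatives, 2 brought this Rescue value past the threshold, those with offsets for gene length. Arhgap23 then had -0.33 without and with the replicate block (adjusted p = 0.0411 and 0.0454, edgeR's quasi-likelihood test). Arhgef2 had a log2 fold change of -0.17 in PKP4-KO at 24 h HCM (adjusted p = 0.355, edgeR's quasi-likelihood test), of 0.41 over the 4 culture conditions (adjusted p = 1.16e-05, edgeR's quasi-likelihood test) and of 0.72 in Rescue at 24 h HCM, higher in 3 of 3 libraries (adjusted p = 0.000354, edgeR's quasi-likelihood test). Without TMM factors, Arhgef2 over the 4 culture conditions was 0.08 (adjusted p = 0.54, edgeR's quasi-likelihood test; the largest over the 8 alternatives).

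Fold changes were shared by neighbouring genes in all 3 comparisons of genotypes. For PKP4-KO against WT, in windows of 15 Mb, the SD of the window medians was 0.349 for the mean over the 4 culture conditions, and as for chance placement of genes, 0 of 1000 shuffles of positions gave as large an SD (at most 0.19). The SD was 0.214 for Rescue against WT and 0.302 for Rescue against PKP4-KO, with 0 of 1000 shuffles as large in each. As for gene length bias, the SD for PKP4-KO against WT was 0.325 once the trend with gene length was taken out. Its window medians at 24 h LCM and at 72 h HCM correlated across 175 windows with r = 0.87. The same correlation was 0.56 for Rescue against WT and 0.69 for Rescue against PKP4-KO. Windows are not independent replicates. A candidate explanation is copy number that differs between the cell lines, which cannot be told apart from regional regulation here.

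Libraries deviated from their group means along a shared direction, which held 44.9% of the variance within groups. As for gene length bias, its loadings correlated with gene length across genes (Spearman's coefficient 0.52; genes are not independent replicates). As for library size or depth, the deviations followed those of the log2 total counts over the 36 libraries with r = 0.83 and a Spearman's coefficient of 0.78 (permutation tests with 100000 permutations, p = 1e-05 for both, the smallest they can give); without the 2 libraries farthest from the median total, r was 0.81, and deviations within a group are not independent. As for a batch that follows the replicate number, the mean correlation of same-numbered libraries was -0.006. The direction may thus reflect gene length bias or library size, which cannot be told apart here, and no biological explanation was tested.

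GFP-PKP4 reads were present in WT and PKP4-KO libraries, 579 and 473 in total, which are 0.8% and 0.65% of those in Rescue. As for reads of the endogenous Pkp4 gene, the level of Pkp4 in PKP4-KO over WT was 0.19, whereas that of GFP-PKP4 was 1. As for reads leaking between libraries, the Y-gene reads in WT and PKP4-KO were 1.09 times those that the rate of GFP-PKP4 reads gives (30 against 27.5), with 22 against 15.1 in WT and 8 against 12.4 in PKP4-KO. Single libraries did not follow this rate: 12 of the 22 reads in WT were in replicate 1 at 24 h LCM, which had 0 GFP-PKP4 counts, and replicate 3 of PKP4-KO at 24 h HCM had 112 GFP-PKP4 counts and 1 Y-gene read. Reads leaking between libraries remain a candidate explanation on the pooled reads only, and no biological explanation was tested.

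At 72 h HCM, the 76 genes of ribosomal proteins, whose reads are uncertain where copies of these genes share them, had a median log2 fold change of 1.39 in PKP4-KO and of -1.33 in Rescue against WT. At 24 h HCM, 24 h LCM and 72 h LCM, it was 0.13, 0.74 and 1.00 in PKP4-KO and -0.26, 0.56 and 0.15 in Rescue, so that the direction in Rescue differs between HCM and LCM. The medians at 72 h HCM were 1.49 and -1.36 with DESeq2's size factors and 0.69 and -0.88 without TMM factors; another scaling shifts all genes alike, so that these values do not test the pattern. As for gene length bias, the medians were 1.05 and -1.12 with offsets for gene length, so that length may account for part but not all of the difference. No biological explanation was tested.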
